# Genetic Mechanisms in *Apc*-Mediated Mammary Tumorigenesis

**DOI:** 10.1371/journal.pgen.1000367

**Published:** 2009-02-06

**Authors:** Mari Kuraguchi, Nana Yaw Ohene-Baah, Dmitriy Sonkin, Roderick Terry Bronson, Raju Kucherlapati

## Abstract

Many components of Wnt/β-catenin signaling pathway also play critical roles in mammary tumor development, yet the role of the tumor suppressor gene *APC* (adenomatous polyposis coli) in breast oncongenesis is unclear. To better understand the role of *Apc* in mammary tumorigenesis, we introduced conditional *Apc* mutations specifically into two different mammary epithelial populations using *K14-cre* and WAP-*cre* transgenic mice that express Cre-recombinase in mammary progenitor cells and lactating luminal cells, respectively. Only the *K14-cre*–mediated *Apc* heterozygosity developed mammary adenocarcinomas demonstrating histological heterogeneity, suggesting the multilineage progenitor cell origin of these tumors. These tumors harbored truncation mutation in a defined region in the remaining wild-type allele of *Apc* that would retain some down-regulating activity of β-catenin signaling. Activating mutations at codons 12 and 61 of either *H-Ras* or *K-Ras* were also found in a subset of these tumors. Expression profiles of acinar-type mammary tumors from *K14-cre*; *Apc^CKO/+^* mice showed luminal epithelial gene expression pattern, and clustering analysis demonstrated more correlation to *MMTV-neu* model than to *MMTV-Wnt1*. In contrast, neither WAP-*cre*–induced *Apc* heterozygous nor homozygous mutations resulted in predisposition to mammary tumorigenesis, although WAP-*cre*–mediated *Apc* deficiency resulted in severe squamous metaplasia of mammary glands. Collectively, our results suggest that not only the epithelial origin but also a certain *Apc* mutations are selected to achieve a specific level of β-catenin signaling optimal for mammary tumor development and explain partially the colon- but not mammary-specific tumor development in patients that carry germline mutations in *APC*.

## Author Summary

Breast cancer is one of the most common malignanices in women in Western countries. Many components of Wnt/β-catenin signaling pathway are known to play critical roles in mammary tumor development, yet the role of the tumor suppressor gene *APC* (adenomatous polyposis coli) in breast oncongenesis is unclear. To study the role of Apc in mammary tumorigenesis, we introduced conditional *Apc* mutations specifically into two different mammary epithelial populations using *K14* (*Keratin 14*)-*cre* and WAP (Whey Acidic Protein)-*cre* transgenic mice that express Cre recombinase in mammary progenitor cells and lactating luminal cells, respectively. In this study, we show that a specific type of *Apc* somatic mutations in mammary progenitor/stem cell population in mice induces mammary carcinomas with histological and molecular heterogeneity, but a complete deletion leads to squamous metaplasia. Our data show that mutations in a multilineage progenitor cell are important in certain mammary tumors. We also show that certain *Apc* mutations are selected to achieve a specific level of β-catenin signaling optimal for mammary tumor development and explain partially the reason why breast cancers do not develop as frequently as colorectal tumors in patients that carry germline mutations in *APC*.

## Introduction

Breast cancer is one of the most common malignancies in women in Western countries and it is the cause of death in approximately 20% of all females who die from cancer. Breast epithelium is a dynamic organ capable of rapid proliferation and functional differentiation upon pregnancy and lactation, followed by involution and remodeling at the end of each lactation period. The adult mammary gland consists of secretory alveoli organized into lobules and interconnected by a system of branching ducts. The entire mammary epithelium is enveloped by a basement membrane and embedded in a fatty connective tissue called the mammary fat pad. In the ducts and alveoli, the mammary epithelium is organized into two layers, a basal layer of myoepithelial cells and a luminal epithelial layer. The myoepithelial cells, like other basal epithelial cells, express basal keratins (in particular, K5 and K14), P-cadherin, and the transcription factor p63 [1]. They also contain smooth muscle-specific proteins, including the α-smooth muscle actin (α-SMA), which confer contractility. By contrast, luminal cells express K8 and K18, which are characteristics of simple epithelia and when fully differentiated, secrete milk proteins [1].

The molecular mechanisms of the initiation of breast cancer are well studied. Mutations in *BRCA1* and *BRCA2* result in increased susceptibility to breast cancer [2] and mutations in *TP53* are found to be common in late stages of this cancer [3]. It has been shown that dysregulation of the Wnt signaling pathway is an important contributor to the initiation of breast cancer [4]. *Adenomatous Polyposis Coli* (*APC*) is a member of the Wnt/β-catenin signaling pathway that is involved in the maintenance of the progenitor cell population in the skin, intestine and other tissues. Mutations and/or altered expression in the tumor suppressor gene *APC* are frequently found in sporadic breast cancers [5]–[7] which implicates its role as a tumor suppressor in mammary epithelium. In mouse, activation of Wnt/β-catenin signaling in the mammary epithelium either by mutation in *Apc* (GenBank NM_007462) or by stabilization of β-catenin (NM_007614), contributes to tumorigenesis. For example, mice heterozygous for germline mutation in *Apc* (*Apc^Min^*) spontaneously develop mammary tumors, although at a significantly lower incidence than intestinal tumors [8]. Transient expression of an activated form of β-catenin in secretory luminal epithelium driven by the MMTV promoter leads to both mammary gland hyperplasia and mammary adenocarcinoma [9]. Similarly, expression of a transcriptionally active form of β-catenin lacking the N-terminal 89 amino acids (ΔN89 β-catenin) results in precocious development, differentiation, and neoplasia in both male and female mouse mammary glands [10]. The *K5* promoter-driven expression of stabilized N-terminally truncated β-catenin (ΔN57 β-catenin) in the basal epithelial layer of the mammary gland, led to basal-type mammary hyperplasia and invasive carcinomas [11]. Contrasting results have been obtained when Wnt/β-catenin signaling pathway was stably activated constitutively in luminal cells of mammary epithelium using Cre-loxP technology. The stabilization of β-catenin, aided either by Cre-mediated oncogenic activation of β-catenin or Apc deficiency, induced transdifferentiation into epidermis and squamous metaplasia of the mammary epithelium but failed to induce neoplasia [12],[13]. Apc deficient luminal epithelium developed acanthomas only in the additional absence of Tcf-1 [13]. Together, these results indicate a key role for Apc in both mammary gland development and tumorigenesis, most likely through activation of β-catenin signaling, but it is still unclear why the variation in methods of β-catenin signaling activation can produce different phenotypes in mammary glands. These results suggest that the timing and the cell types in which the *Apc* mutations occur might be important for breast cancer development.

To better understand how Apc inactivation in the mammary epithelium results in cancer, we crossed mice carrying a floxed allele of *Apc* to *K14*-cre and whey acid protein (WAP)-*cre* transgenic mice. *K14*-expression starts embryonically in cells that give rise to both basal and luminal cells of mammary gland, while WAP expression is restricted to adult females following pregnancy and lactation. We show here that *K14*-mediated *Apc* heterozygosity directly resulted in mammary adenocarcinoma development, but WAP-mediated *Apc* deficiency resulted in severe squamous metaplasia and not readily in neoplasia. The expression of both luminal and myoepithelial lineage markers, as well as the presence of the common initiating somatic *Apc* mutation in histologically distinct regions of a tumor, is in line with the progenitor cell origin of *K14-cre*; *Apc^CKO/+^* tumors. The remaining wild-type allele of *Apc* in these tumors harbored truncation mutation in a specific region of the gene, which seems to be selected for mammary tumorigenesis. These results show that the timing and cell type in which the critical mutational events occur and the level of resultant activation of the β-catenin signaling cascade are critical for the initiation of mammary tumor development.

## Results

### Mammary Tumor Susceptibility in *K14-Cre*; *Apc^CKO/+^* Mice but Not in WAP-Cre–Induced *Apc* Mutant Mice

*Apc^Δ580/+^* mice, a germline knockout strain derived from the *Apc* conditional mice die primarily due to development of multiple intestinal tumors [14]. We have found that these mice can occasionally develop mammary tumors, as in *Apc^Min/+^* mice [8] although at a low incidence (14.3%, 3 of 21). To further study the role of Apc in mammary tumor development without being hindered by the intestinal tumorigenesis, we induced *Apc* mutations specifically in mammary epithelium using either *K14* or WAP promoters. We have previously shown that homozygous loss of *Apc* in *K14*-expressing embryonic cells results in abnormal skin phenotype associated with aberrant development and squamous metaplasia in many epithelial-derived tissues including teeth and thymus, and die prior to weaning [14]. In contrast to *K14-cre*; *Apc^CKO/CKO^* mice, the *K14-cre*; *Apc^CKO/+^* mice were phenotypically normal at birth, but upon aging showed decreased survival primarily due to mammary tumor susceptibility in female mice (Table 1, Figure 1A–G). The *K14-cre*; *Apc^CKO/+^* female mice (n = 19) had a median survival of 15-months. We were able to carefully analyze 17 of these mice for pathology. The differences in survival are statistically significant between the *K14-cre*; *Apc^CKO/+^* female mice and the *cre*-negative *Apc^CKO/+^* and *Apc^CKO/CKO^* female mice (p<0.02, log rank test). A large proportion of *K14-cre*; *Apc^CKO/+^* females invariably developed mammary tumors with focal squamous metaplasia (13 of 17, 76.5%, Figure 1B–G) and the mice were sacrificed when their tumors were over 2 cm in diameter. Of the four mammary tumor-free female mice, three died of hepatoma, histiocytic sarcoma and myxosarcoma, respectively and one succumbed to severe dermatitis. We extensively performed a full histological autopsy on seven mammary tumor-bearing mice, of which two had lung metastasis. The mammary tumor susceptibility was also observed in *K14-cre*; *Apc^CKO/+^* female mice backcrossed to C57BL/6 (*K14-cre*; *Apc^CKO/+^*-B6, n = 8). At the time of analysis, half of them (4 of 8, 50%) developed mammary tumors before reaching 12-months of age while the other half remained tumor-free for over 12-months.

**Figure 1:**
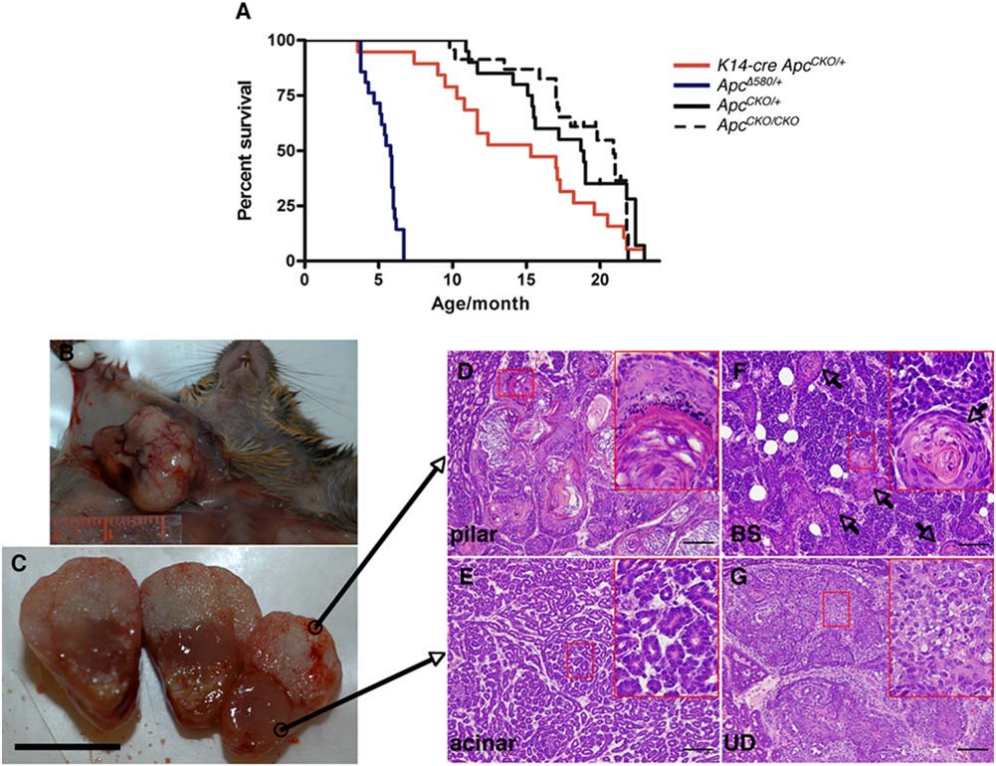
Mammary tumorigenesis in *K14-cre*; *Apc^CKO/+^* female mice. (A) Survival Curve of *K14-cre Apc^CKO/+^* mice. Kaplan-Meier survival plot of *K14-cre*; *Apc^CKO/+^* (red solid line, n = 19), *Apc^Δ580/+^* (blue solid line, n = 21), *Apc^CKO/CKO^* (broken line, n = 37) and *Apc^CKO/+^* mice (solid line, n = 33). Germline *Apc* heterozygous (*Apc^Δ580/+^*) mice are predisposed to multiple intestinal tumorigenesis, but *K14-cre* driven *Apc* heterozygosity have decreased survival compared to the controls primarily due to predisposition to mammary tumors. (B, C) A mammary tumor (C) from a *K14-cre*; *Apc^CKO/+^* female mouse (B) with grossly biphasic growth. Scale bar 1 cm. (D–G) *K14-cre*; *Apc^CKO/+^* tumors show a spectrum of histological patterns from differentiated pilar (D), acinar (E), basosquamous (BS, F) to undifferentiated (UD, G), usually in combinations of these. Squamous metaplasia (arrows) is frequent in these tumors, showing transdifferentiation to epidermal and pilar structures. Insets are the area within respective red boxes at higher magnification. Scale bars 100 µm.

**Table 1:** Incidence of tumorigenesis in *Apc* mutant female mice.

Genotype		Parity	Age	Median Survival Age/mo	N	Mammary tumors % (n)	Intestinal tumors % (n)	Other % (n)	Malignancy % (n)
Cre	Apc								
K14-cre	CKO/+	null	15.2±4.8	15.3	17	76.5 (13)	0 (0)	23.5 (4)	94.1 (16)
WAP-cre	CKO/+	multi	18.3±2.5	18.9	6	16.7 (1)	0 (0)	0 (0)	16.7 (1)
WAP-cre	CKO/CKO	multi	18.0±2.7	19.2	14	14.3 (2)	0 (0)	21.4 (3)	35.7 (5)
WAP-cre	CKO/+	null	17.6±4.3	18.7	8	12.5 (1)	0 (0)	25.0 (2)	37.5 (3)
WAP-cre	CKO/CKO	null	17.9±2.9	18.0	10	10.0 (1)	0 (0)	10.0 (1)	20.0 (2)
+	Δ580/+	null	5.4±1.0	5.8	21	14.3 (3)	100 (21)	0 (0)	100 (21)
+	CKO/+	-	18.7±3.7	19.0	33	3.0 (1)	0 (0)	6.0 (2)	9.1 (3)
+	CKO/CKO	-	18.9±4.5	19.6	37	5.4 (2)	0 (0)	8.1 (3)	13.5 (5)

N = total number of mice in the study.

Both WAP-*cre* positive heterozygous and homozygous *Apc^CKO^* mice were born in the expected Mendelian ratio with no bias towards either sex. All mice were phenotypically normal at birth, developed normally and were fertile. However, litters from WAP-*cre;Apc^CKO/CKO^* mothers could not thrive. When litters were transferred to foster mothers, these litters survived and developed normally, suggesting that it was due to lack of appropriate milk production by WAP-*cre;Apc^CKO/CKO^* mothers and consequent inability to nurse their litters properly. This observation is in agreement with the BLG-*cre* mediated inactivation of *Apc* [13]. Both WAP-*cre* positive heterozygous and homozygous *Apc^CKO^* female mice have been allowed to pass through four complete lactation cycles with the exception of the two mice that underwent three and were monitored up until they were 18-months of age. Nulliparous females of the same genotypes were also monitored as their controls. Unlike in the *K14-cre;Apc^CKO/+^* nulliparous female mice that developed mammary tumors spontaneously, neither mated WAP-cre positive *Apc^CKO/CKO^* nor *Apc^CKO/+^* mice showed mammary tumor susceptibility (Table 1). There were hardly any differences in either the survival or tumorigenicity between multiparous and nulliparous WAP-cre positive females of either *Apc^CKO^* genotypes and all of them lived as long as Cre negative controls (Table 1). Mammary tumors were occasionally observed in all four groups of WAP-cre positive females (Table 1). Mammary tumors developed in two out of 14 (21.4%) WAP-*cre;Apc^CKO/CKO^* and one of 6 (16.7%) WAP-*cre;Apc^CKO/+^* multiparous females, whereas those in nulliparous females were one of 10 (10%) and one of eight (12.5%), respectively.

Examination of mammary glands from the aged multiparous WAP-*Cre;Apc^CKO/CKO^* female mice revealed severe squamous metaplasia in mammary glands that explains the inability of these females to produce milk (Figure S1A, B), whereas those of the age matched multiparous WAP-*Cre;Apc^CKO/+^*, nulliparous WAP-*Cre;Apc^CKO/+^* and nulliparous WAP-*Cre;Apc^CKO/CKO^* females had histologically virginal state without any acini development. The extent of metaplasia was so severe in multiparous WAP-*Cre;Apc^CKO/CKO^* mice that almost all acini had squamous metaplasia, some with mineralization, showing osteometaplasia (Figure S1B). This observation is analogous to BLG-*cre*-mediated inactivation of *Apc* [13] and WAP-*cre*-mediated activation of oncogenic β-catenin [12], further supporting that the homozygous mutations of *Apc* in mammary epithelium perturbs normal mammary differentiation and causes transdifferentiation, but does not readily result in tumorigenesis. These results suggest the timing and perhaps the cell type in which the *Apc* mutations occur is critical for mammary tumor development.

### Histological Heterogeneity and the Expression of both Luminal and Myoepithelial Markers in *K14-cre*; *Apc^CKO/+^* Mammary Tumors but Not in WAP-Cre–Induced *Apc* Mammary Tumors

Tumors arising from stem or progenitor cells may show mixed lineage differentiation [15]. *K14*-expression starts embryonically, and some of those cells give rise to both basal and luminal cells of mammary gland [16], while WAP expression starts in adult luminal mammary epithelium following pregnancy and lactation [17]. To investigate whether *Apc* mutation-induced tumors arising from *K14-cre* positive cells and WAP-*cre* positive cells have similar histology and lineage differentiation, these tumors were histologically examined and stained for both K8, a marker for luminal epithelial cells, and α-SMA, K14 and p63, markers for basal myoepithelial cells.

The histology of mammary tumors that developed in the germline knockout strain, *Apc^Δ580/+^* mice were similar to those described for *Apc^Min/+^* mammary tumors [18]. All three of them were pilar tumors with extensive keratinization, and were adjacent to basosquamous components. The mammary tumors developed in *K14-cre*; *Apc^CKO/+^* mice, either in mixed or C57BL/6 background, exhibited a variety of histological patterns within a tumor similar to those found in other Wnt Pathway tumors [18]. Most of the tumors were adenocarcinomas with focal squamous metaplasia (Figure 1B–G, 2). Squamous metaplasia may be extensive as in pilar tumors or scattered as multiple foci. The most common histological pattern observed in 16 *K14-cre*; *Apc^CKO/+^* mammary tumors from mice in the mixed background were acinar (Figure 1E, 2A–E), often associated with basosquamous (Figure 1F, 2F–J) and pilar (Figure 1D, 2K–O) components but only occasionally with undifferentiated component (Figure 1G, 2P–T). Upon backcrossing to C57BL/6, the *K14-cre*; *Apc^CKO/+^* mammary tumors (n = 4) developed were primarily composed of basosquamous and pilar histological types with extensive keratinization, similar to *Apc^Δ580/+^* tumors, and acinar histology was no longer observed. All *K14-cre*; *Apc^CKO/+^* mammary tumors exhibited multiple histological patterns within a tumor, some more prominent than the others. In two cases, the tumors appeared grossly biphasic with distinct keratinized and solid portions (Figure 1B, C). Histologically, the keratinized portion had pilar structures with a number of keratinizing cysts (Figure 1D, 2K), and the solid cellular portion had the acinar pattern (Figure 1E, 2A) when the tumor derived from a mixed background *K14-cre*; *Apc^CKO/+^* mouse. A similar biphasic growth was also observed in two mammary tumors from *K14-cre*; *Apc^CKO/+^*-B6 mice, but the solid portion had basosquamous pattern. Immunochemical examination of these tumors revealed that these tumors are composed of both luminal and myoepithelial cells, with α-SMA and K14 positive myoepithelial cells forming a single layer around the K8-positive tumor cells in a well-organized structure as in normal ducts (Figure 2B–D, G–I). The immunochemical patterns for K14 and K8 shifts to those of epidermis in pilar structures (Figure 2L–N). Only in undifferentiated mammary tumor components, the expression of both lineage markers was lost (Figure 2Q–S). These tumors were highly proliferative as determined by Ki67 staining (Figure 2E, J, O, T), although the proliferation pattern of the pilar tumors was restricted to basal layer, analogous to that of hair follicles. Strong positivity for Tcf/β-catenin target genes, Myc and cyclin D1, demonstrating the activation of the Wnt/β-catenin pathway were also observed in these tumors (Figure S2A–G). Like in many other mouse mammary tumor models, *K14-cre*; *Apc^CKO/+^* mammary tumors were negative for hormone receptors, Estrogen Receptor (ER) and Progesterone Receptor (data not shown).

**Figure 2:**
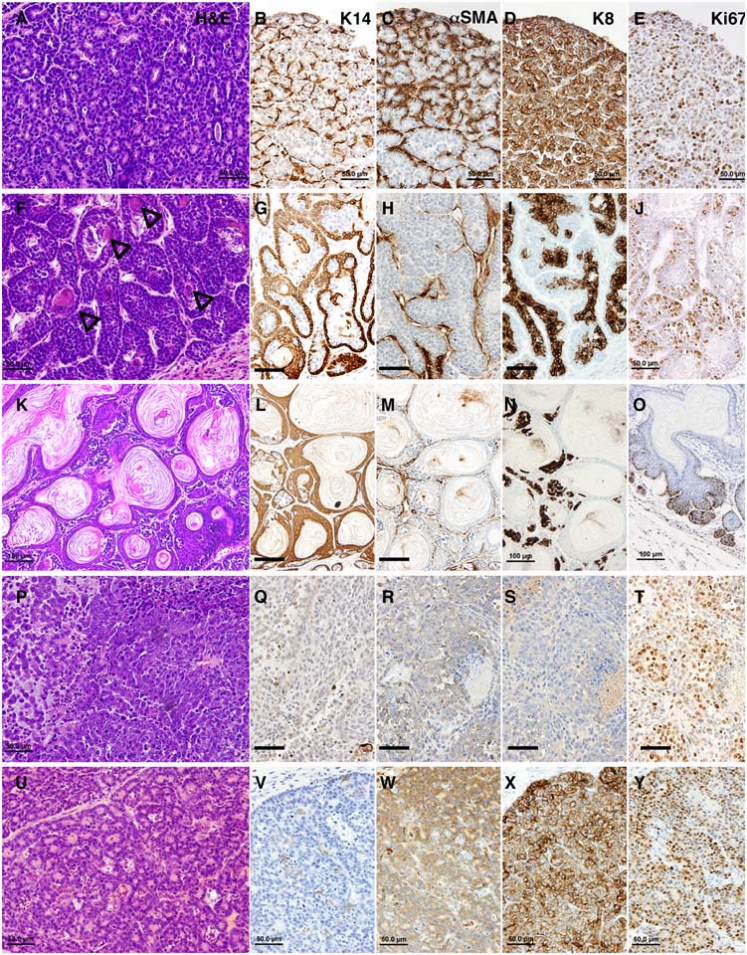
Histological heterogeneity in mammary tumors from *K14-cre*; *Apc^CKO/+^* female mice. (A–E) Acinar tumor. (F–J) Basosquamous tumor with squamous metaplasia and ghost cells indicated by arrowheads. (K–O) Pilar tumor with extensive keratinization. (P–T) Undifferentiated tumor. (U–Y) Mammary tumor from a multiparous WAP-*cre*; *Apc^CKO/CKO^* female mouse. Stained with H&E for histology (A, F, K, P, U), K14 (B, G, L, Q, V), α-SMA (C, H, M, R, W), K8 (D, I, N, S, X) and Ki67 (E, J, O, T, Y) antibodies as indicated at the top. Note the different patterns of cell lineage markers associated with different tumor descriptors. Scale bars are 100 µm for K–O, the rest are 50 µm.

Most WAP-*cre* induced tumors, of which three were from WAP-*cre*; *Apc^CKO/CKO^* and two were from WAP-*cre*; *Apc^CKO/+^* mice, were histologically acinar or glandular-like (Figure 2U–Y). Interestingly, all except one were only positive for K8 and did not show defined expression of myoepithelial markers, K14 and p63, as in *K14-cre*; *Apc^CKO/+^* mammary tumors, and α-SMA expression was very diffuse and aberrant (Figure 2V–X). They also had squamous metaplasia where K14 expression is observed but with less defined structures than those observed in *K14-cre*; *Apc^CKO/+^* tumors (Figure S1C, D). These observations suggest that *K14-cre*; *Apc^CKO/+^* mammary tumors derived from either stem or progenitor cells of the mammary gland while WAP-*cre* induced tumors derived from more differentiated cells of mammary luminal cells.

### Nature and Location of Second Hit *Apc* Mutations in *K14 cre*; *Apc^CKO/+^* Tumors

It is known that in *Apc*-mediated tumorigenesis, an important initial event is the loss or mutation of the second copy of the *Apc* locus. We examined the status of *Apc* in 20 *K14-cre*; *Apc^CKO/+^* (16 mixed, 4 C57BL/6 backgrounds) and five WAP-*cre;Apc^CKO^* (both WAP-*cre;Apc^CKO/+^* and WAP-*cre;Apc^CKO/CKO^*) mammary tumors. We performed 3 separate PCRs to respectively screen for the (i) wild-type (320 bp) and *Apc^CKO/+^* (430 bp) alleles, (ii) wild-type, *Apc^CKO/+^* and *Apc^Δ580^* (500 bp) alleles, and (iii) *Apc^Δ580^* allele alone to genotype tumor DNA as shown in Figure 3A, i–iii. Skin and mammary glands are the tissues known to have transgene expression in *K14-cre* mice [16] and the presence of the deleted allele of *Apc* can be detected in small quantities in normal mammary glands of *K14-cre*; *Apc^CKO/+^* mice only by the *Apc^Δ580^* allele-specific PCR (Figure 3A iii; G1∼G3). In contrast, most *K14-cre*; *Apc^CKO/+^* tumors had *Apc^Δ580/+^* genotype, with no or reduced presence of *Apc^CKO^* allele (Figure 3A i and ii; T1∼T3), showing that these tumors were derived from the clonal expansion of *Apc^Δ580/+^* cells. It is important to note that all *K14-cre*; *Apc^CKO/+^*-derived mammary tumors (20 of 20) were heterozygous for *Apc^Δ580^* mutation but still retained the wild-type allele and did not show allelic loss. In WAP-cre positive *Apc^CKO^* mice, the presence of the *Apc^Δ580^* allele was only detected in multiparous WAP-*cre;Apc^CKO^* mammary glands (Figure S1E iii; G1∼3, G6, G7) but none in mammary glands of nulliparous WAP-*cre;Apc^CKO^* females (Figure S1E iii; G4, G5, G8, G9), confirming the specificity of the WAP promoter. A single prominent *Apc^Δ580^* band was detected by 3-allele screening PCR in four out of five WAP-*cre*-induced *Apc^CKO^* tumors irrespective of parity (Figure S1E ii; T5, T6, T7, T9), demonstrating the complete conversion of the conditional allele to the deleted allele. One WAP-*cre;Apc^CKO/+^* tumor from a multiparous female was heterozygous for *Apc^Δ580^* mutation with retention of the wild-type allele (Figure S1E ii; T3) while the other from a nulliparous female showed a reduced presence of the wild-type allele, suggesting an allelic loss (Figure S1E ii; T5). Those tumors that sporadically developed in *cre*-negative control mice were negative for the *Apc^Δ580^* allele (Figure S1E iii; T), implicating that their development was independent from Cre-induced *Apc* mutation. These genotyping results were further supported by RT-PCR of corresponding tumor RNA (data not shown).

**Figure 3:**
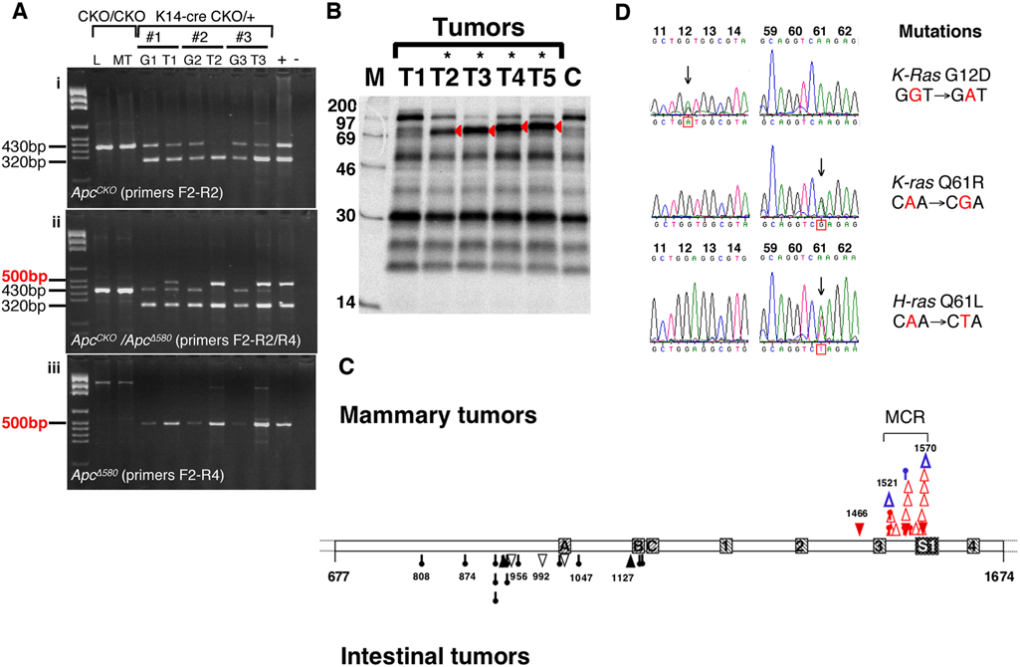
Somatic mutations in mammary tumors from *K14-cre*; *Apc^CKO/+^* mice. (A) Genotyping for *Apc* in *K14-cre*; *Apc^CKO/+^* mammary tumors revealing that the conditional *Apc* allele has been recombined to the *Apc^Δ580^* allele. Genotyping PCR for the (i) wild-type and *Apc^CKO/+^* alleles, (ii) wild-type, *Apc^CKO/+^* and *Apc^Δ580^* alleles, (iii) *Apc^Δ580^* allele alone. The faint presence of the *Apc^Δ580^* allele (500 bp band) in *K14-cre*; *Apc^CKO/+^* mammary glands is only detectable by allele specific PCR (iii), whereas the corresponding mammary tumors shows the prominent presence of the deleted allele over the *Apc^CKO/+^* allele (430 bp band) in 3-allele PCR (ii). Note that the wild-type allele (320 bp band) is still intact in all the mammary tumor samples. Deleted *Apc* products are not detected in either liver or mammary tumors from *K14-cre* negative mice. L = Liver, G = Mammary Gland, MT or T = Mammary Tumor. (B) Wild-type allele-specific *in vitro* transcription and translation assay of *Apc* for detection of truncation mutations. The majority of tumors (19 of 20) showed truncated products (red arrows) within the analyzed region (codons 677–1674) of the remaining wild-type allele of *Apc*. Note that two histologically distinct regions, acinar (T4) and pilar (T5) analyzed individually share the same mutations. (C) Distribution of *Apc* mutations in *K14-cre*; *Apc^CKO/+^* mammary tumors. Diagram of Apc between codons 677 and 1674 showing positions and characteristics of truncation mutations detected in *K14-cre*; *Apc^CKO/+^* (red) and *Apc^Δ580/+^* (blue) mammary tumors (above). The mutation distribution of *Apc^1638N^* intestinal tumors [50] is also shown for comparison (below). Each symbol, deletion (Empty triangle), insertion (filled triangle), substitution (pinhead), represents an independent mutation. Note the mutation cluster region (MCR) of mammary tumors is located further downstream than the region frequently observed in intestinal tumors. The three 15-aa (A,B,C) and four 20-aa (1, 2, 3, 4) β-catenin binding repeats and one SAMP repeat (S1) in this segment of Apc are indicated. (D) Mutations in the *K-ras* and *H-ras* gene. Representative examples of somatic mutations in the *K-Ras* and *H-Ras* cDNA from mammary tumors of the *K14-cre*; *Apc^CKO/+^* mice. Sequence chromatograms of codons 12, 13 and 61 are shown. Mutant peaks are indicated by arrows. Mutations found in either *K-Ras* or *H-Ras* were mutually exclusive.

To determine whether the inactivation of the remaining functional *Apc* allele was achieved by intragenic truncation mutations, we analyzed the tumor DNA by *in vitro* transcription and translation (IVTT) assay. In view of prior mutational analyses in humans and mice, the region of *Apc* considered most likely to contain mutations is the first 3 kb of exon 15 [19],[20]. All mammary tumors that showed retention of the wild-type *Apc* allele were analyzed by IVTT, and truncated Apc products were detected in 19 of 20 (95%) *K14-Cre*; *Apc^CKO/+^* and all 3 (100%) *Apc^Δ580/+^* mammary tumors, as well as in a single WAP-*Cre*; *Apc^CKO/+^* mammary tumor that did not show loss of the wild-type allele (Table 2). One sporadic *Apc^CKO/+^* mammary tumor contained two distinct *Apc* mutations. The relevant PCR products were subsequently cloned and sequenced. All 25 mutant sequences identified are shown in Table 2.

**Table 2:** Sequence of *Apc* mutations in various *Apc* heterozygous tumors.

Codon	Mutation	Consequence	Wild-type Sequence a	*K14-Cre*; *Apc^CKO/+^*	*WAP-Cre*; *Apc^CKO/+^*	*Apc^CKO/+^*	*Apc^Δ580/+^*
924–928	14 bpΔ	frameshift	AGA AGC --- --A CAC TCA	-	-	1^b^	-
1466	+C	frameshift	GAG AGT GGG C**C**T AAG CAG	1	-	-	-
1521	ΔAT	frameshift	GAT GTA GA**A T**TA AGA ATC	-	-	-	1
1528	C→T	Gln→Stop	CCT CCA GTT **C**AG GAA AAC	1	-	1^b^	-
1529	G→T	Glu→Stop	GTT CAG **G**AA AAC GAC AAT	1	-	-	-
1530	+A	frameshift	GTT CAG GAA A**A**C GAC AAT	2	-	-	-
1530	ΔAC	frameshift	GTT CAG GAA A**AC** GAC AAT	1	-	-	-
1534-1610	230 bpΔ	frameshift	AAT GGG A------ CCT GTG	1	-	-	-
1542	G→T	Glu→Stop	CAG CCT **G**AG GAA TCA AAT	1	-	-	-
1546	G→T	Glu→Stop	TCA AAT **G**AA AAC CAG GAT	-	-	-	1
1547	AC→T	frameshift	TCA AAT GAA A**AC** CAG GAT	1	-	-	-
1547	+A	frameshift	TCA AAT GAA A**A**C CAG GAT	1	-	-	-
1551	ΔA	frameshift	CAG GAT AAA G**A**G GTA GAA	1	-	-	-
1553	G→T	Glu→Stop	AAA GAG GTA **G**AA AAG CCT	1	-	-	-
1554	+A	frameshift	GAG GTA GAA A**A**G CCT GAC	1	-	-	-
1560-1565	14 bpΔ	frameshift	GAA AAA GA- --- -CT GAT	1	-	-	-
1561	A→T	Leu→Stop	TCT GAA **A**AA GAC TTA TTA	-	1	-	-
1567	ΔC	frameshift	TCT GAT GA**C** GAT GAT ATT	1	-	-	-
1567	ΔAC	frameshift	TCT GAT G**AC** GAT GAT ATT	1	-	-	-
1568	+T	frameshift	TCT GAT GAC+GAT GAT ATT	1	-	-	-
1568	ΔG	frameshift	TCT GAT **G**AC GAT GAT ATT	2	-	-	-
1570	ΔT	frameshift	GAT GAT AT**T** GAA ATA TTA	-	-	-	1
							
				19	1	2	3

a The wildtype sequence surrounding each mutation is shown and the site of mutation is shown in bold.

b Mutations found in the same mammary tumor.

When histologically distinct portions of a tumor were grossly identifiable as in the tumor in Figure 1C, they were collected separately and were analyzed by IVTT. It was found that they shared the same somatic truncation mutation, further supporting that these histologically distinct tumors derived from a clonal expansion of the same progenitor cell that have acquired an *Apc* truncation mutation (Figure 3B, T4&T5).

Most of mutations identified in mammary tumors were unique, and were previously not detected in intestinal tumors from *Apc^1638N/+^* heterozygous mice, with or without mismatch repair deficiency [19],[20]. All but four *Apc* truncation mutations detected in *K14-Cre*; *Apc^CKO/+^* mammary tumors were frameshift mutations (78.9%) of which two were intragenic deletions of over 10 bp. Most notably, despite the variety of mutant sequences, most of the mutations found were clustered further downstream, beyond codon 1500, than the mutation cluster region of *Apc* mutations (codons 850–1470) frequently found in mouse gastrointestinal tumors [19],[20] (Figure 3C). It is of interest to note that a sporadic *Apc^CKO/+^* mammary tumor contained two distinct *Apc* mutations that were located in very different regions of the *Apc* gene. One mutation would result in a truncated product that lacks all the β-catenin binding domains analogous to *Apc^Δ580^* mutation, while the other was located in the same region where mutations in *K14-Cre*; *Apc^CKO/+^* mammary tumors were found. These results indicate that not only the inactivation of the remaining wild-type allele of *Apc* is a pre-requisite in these tumors but there is also a selection for particular types of *Apc* somatic truncation mutations that are likely to result in some retention of down-regulating β-catenin signaling.

### Activating Ras Mutations in *K14-cre*; *Apc^CKO/+^* Mammary Tumors

*Wnt1*-induced mammary tumors frequently contain activating *H-Ras* mutations [21] and mutations in *K-Ras* or *N-Ras* are frequently found in *c-Myc*-induced tumors [22]. To determine whether secondary somatic mutations in *Ras* are involved in *Apc* mutation-induced mammary tumorigenesis, cDNA copies of tumor *Ras* mRNAs were analyzed by direct sequencing. In our sequence-based studies of 17 *K14-cre*; *Apc^CKO/+^*, five WAP-*cre*; *Apc^CKO^* (*Apc^CKO/CKO^* and *Apc^CKO/+^* combined), and three *Apc^Δ580/+^* mammary tumors, activating mutations were found at codons 12 and 61 of either *H-Ras* or *K-Ras* only in a subset (7 of 17) of *K14-cre*; *Apc^CKO/+^* tumors but none from other models. There were four mutations in *K-Ras* and two in *H-Ras* and these mutations were mutually exclusive (Figure 3D, Table 3). It is of interest that, although the incidence is low, both *H*- and *K-Ras* activation mutations were found in *K14-cre*; *Apc^CKO/+^* mammary tumors, since *K-Ras* mutations were frequently found in *Myc*-induced mammary tumors but not *H-Ras* and vice versa in *MMTV-Wnt1* tumors. This further supports the molecular diversity as well as the histological heterogeneity of *K14-cre*; *Apc^CKO/+^* mammary tumors. *H-Ras* mutations were found in two of four tumors that were predominantly of acinar histology, whereas *K-Ras* mutations were found in tumors that either predominantly composed of undifferentiated or mixed with undifferentiated histology (4 of 8). Sequence-based analysis of exons 5 to 8 of the *Tp53* gene was also carried out but *Tp53* missense mutations were not detected.

**Table 3:** Histology and *Ras* mutations in mammary tumors.

Genotype	Mammary Tumors	N	*H-Ras*	*K-Ras*
*K14-cre; Apc^CKO/+^*	Acinar/Glandular	6	2 (Q61L)	0
	Basosquamous/Pilar	3	0	0
	Undifferentiated	2	0	1 (Q61R)
	Mixed	6	0	3 (G12D, G12V)
	Total	17	2	4
*Apc^Δ580/+^*	Basosquamous/Pilar	3	0	0
*WAP-cre; Apc^CKO^*	Acinar/Glandular	4	0	0
	Mixed	1	0	0
	Total	5	0	0

### Comparative Analysis of Expression Profiles of *K14-cre*; *Apc^CKO/+^* Mammary Tumors to Other Models

There are many mouse models of breast cancer that are different in histopathology and possibly in cell of origin [23],[24] and these models also have distinct gene expression profiles [25],[26]. 

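RNA of 3 mammary tumors with acinar histology, which had grown in *K14-cre*; *Apc CKO/+* mice, and of 3 mammary glands from age-matched *cre*-negative mice was hybridized to 6 Affymetrix mouse arrays, 1 per sample. On these arrays each transcript is read by 1 or more probe sets, groups of short oligonucleotides. The authors made 1 signal per probe set with the MAS 5.0 algorithm and scaled every array to a target of 500, and the trimmed mean of the deposited signals was 500 on each of the 6 arrays. The median signal was 171, 133 and 162 on the control arrays and 138, 130 and 124 on the tumor arrays. A signal of at least 100 was reached by 55.8% to 61.5% of probe sets in control glands and by 54.3% to 56.6% in tumors. The ratio of the 3' to the 5' probe sets for actin, a measure of RNA quality, lay between 1.46 and 2.30 in control glands and between 1.44 and 2.32 in tumors. That for *Gapdh* lay between 0.839 and 0.891 in control glands and was 0.795, 1.02 and 1.25 in the 3 tumors.

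From the deposited signals, values below 50 were set to 50 and log2 values were taken. Of 45037 probe sets, 26967 had a signal of at least 100 on at least 3 of the 6 arrays and were kept. For each of 12518 genes, the probe set with the highest mean log2 signal stood for the gene, and tumors and control glands were compared with limma, with p-values adjusted over all genes by the Benjamini-Hochberg method. At an adjusted p under 0.05 and at least a 2-fold difference, 1329 genes were higher in tumors and 1818 were lower. Without control replicate 3, 1175 were higher and 1133 lower. For 31 of the higher genes every control gland, and for 100 of the lower genes every tumor, lay below 50, so that their fold is a lower bound. Every tumor lay above every control gland for 3387 genes and below every control gland for 2897 genes, where chance gives 10% of genes for both together. In the gene lists used at the results, a member counts as higher or lower at an adjusted p under 0.05 with no fold limit. The number of arrays limits the precision, and an exact permutation test of 3 tumors against 3 control glands cannot give a p below 0.1.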

To determine what types of mammary tumor models *K14-cre*; *Apc^CKO/+^* mice represent, gene expression profiles of three acinar-type mammary tumors, the most frequently found histological pattern in *K14-cre*; *Apc^CKO/+^* in the mixed background, and three *cre*-negative normal mammary gland samples were determined using Affymetrix GeneChip M430 2.0 arrays. All 3 tumors were heterozygous for *Apc^Δ580^* mutation and the remaining allele contained a truncation mutation in *Apc*. Both Gene Set Enrichment analysis (GSEA) and Ingenuity Pathway analysis (IPA) results indicated that mouse tumor profiles have gene sets characteristics of cell cycle, cellular movement and cancer related genes (Dataset S3, S4, S5, and S6). 

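Most tested genes of mitosis and DNA replication were higher in the acinar tumors than in the control glands. Among genes of cell migration and matrix remodelling, more were lower than higher. The lists used here are not the gene sets of GSEA or IPA, and neither of those was repeated. The input of IPA held probes changed in either direction, so a count of directions does not test the paper's statement on cellular movement. *Cdc20*, an activator of the anaphase-promoting complex, had a signal of 5690 ± 1304 (SD, n = 3 tumors) against 276 ± 114 (SD, n = 3 control glands), a log2 fold change of 4.45 (standard error 0.38, adjusted p = 0.000356 from limma). *Timp3*, a secreted inhibitor of matrix metalloproteinases, fell from 5890 ± 1117 to 1000 ± 351, a log2 fold change of −2.61 (standard error 0.33, adjusted p = 0.0015).

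Of 29 genes of mitosis, 28 were higher, none was lower and 1 did not pass the test (28 higher when adjusted over the list alone), and their median log2 fold change was 3.18. *Mki67*, which encodes the proliferation antigen Ki-67, rose by 4.13 on the log2 scale, *Cdk1*, the kinase that starts mitosis, by 3.83, and *Bub1*, a kinase of the spindle checkpoint whose signal lay below 50 in 1 control gland, by 3.75. *Foxm1*, a transcription factor of mitotic genes, had a log2 fold change of 0.25 (adjusted p = 0.581). Of 28 genes of DNA replication and S phase, 19 were higher, none was lower and 9 did not pass (22 higher when adjusted over the list alone), with a median of 1.54. The largest increases were 3.68 for *Rrm2*, a subunit of ribonucleotide reductase, 3.14 for *Uhrf1*, which helps to maintain DNA methylation and whose signal also lay below 50 in 1 control gland, 2.54 for *Prim1*, a DNA primase, and 2.51 for *Rfc5*, a subunit of the clamp loader. *Pold1* and *Cdc45* had log2 fold changes of 0.65 (adjusted p = 0.326) and 0.56 (adjusted p = 0.213). For *Cdc45* the value was −0.79 with the filter at 200, −0.21 without tumor replicate 3 and −0.11 as the mean of its probe sets. Its 2 probe sets differed in direction, and neither was called. The one used here had 175.5, 173.9 and 86.4 in control glands and 238.8, 191.3 and 186.8 in tumors, and fails the filter at 200. The other probe set stood for the gene there and without tumor replicate 3.

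Of 26 genes of cell migration and matrix remodelling, 11 were lower, 2 were higher and 13 did not pass (12 lower and 3 higher when adjusted over the list alone), with a median of −0.66, which was −1.04 without tumor replicate 1, −0.41 without tumor replicate 3 and −0.43 without control replicate 2. *Fn1*, which encodes fibronectin, had a log2 fold change of −2.63 (adjusted p = 0.012), the gelatinase *Mmp2* −2.57 (adjusted p = 0.00313) and the stromelysin *Mmp3* −2.51 (adjusted p = 0.00162). The hyaluronan receptor *Cd44* rose by 1.33 and the growth factor *Pdgfa* by 0.77, while *Rhoa* and *Timp1* had log2 fold changes of 0.03 (adjusted p = 0.933) and 0.09 (adjusted p = 0.853). In the same tumors the median log2 fold change was −4.91 for 16 markers of adipocytes, −3.02 for 19 of fibroblasts and matrix, −2.02 for 18 of endothelium and 2.46 for 19 pan-epithelial genes.

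The test of whether a list moves apart from the other genes, camera with a preset correlation between genes of 0.01, gave adjusted p-values over 34 lists of 2.88e-18 for mitosis, 1e-08 for DNA replication and 0.0111 for migration. With an estimated correlation the adjusted p was 0.293, 0.405 and 0.441, so that none of these 3 calls holds there. *Pdgfa*, whose adjusted p ran from 0.0214 to 0.09 over the alternatives, no longer passed without control replicate 1, 2 or 3 (0.0733, 0.0757 and 0.09) or tumor replicate 1 or 2 (0.077 and 0.0756). With no filter on low signals *Fn1* had an adjusted p of 0.0658, against 0.00466 at the lowest, and *Pold1* passed without tumor replicate 2 (adjusted p = 0.0391, within a range up to 0.656).

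**Figure D1:**
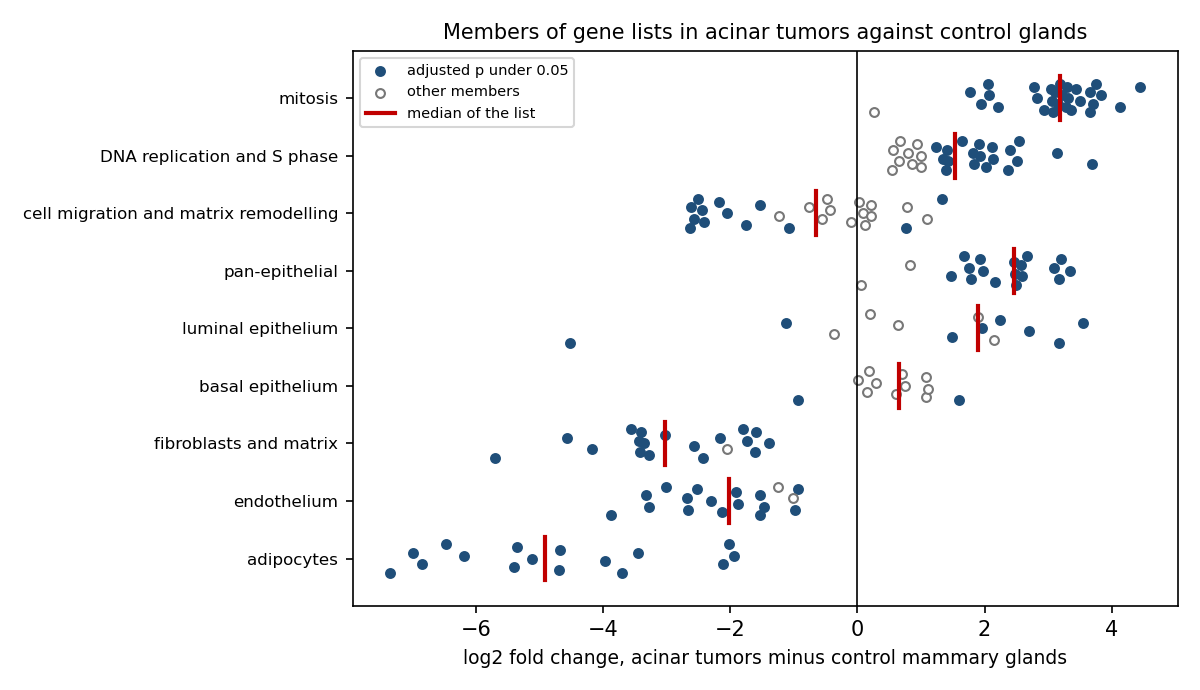
Log2 fold change, tumor minus control, of the members of 9 gene lists, with 1 point per gene on the horizontal axis and 1 line of points per list. Filled points have an adjusted p under 0.05 from limma, open points do not, and the red line marks the median of each list, which is 3.18 for mitosis and −4.91 for adipocytes.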

To get additional insights into *K14-cre*; *Apc^CKO/+^* tumors, gene expression data from our model was compared to data set of multiple mouse mammary carcinoma models previously published [25]. Based on mouse model intrinsic gene set cluster analysis [25], a dendrogram and a heatmap were generated using dChip (http://biosun1.harvard.edu/complab/dchip/) (Figure 4A–H). The gene expression pattern in dendrogram showed more correlations with luminal-type mammary tumors, which include *MMTV-Neu*, *MMTV-PyMT* and WAP-*Myc* [25]. 

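Transcripts of *Krt8*, *Krt18* and *Xbp1* were higher in acinar tumors than in control glands, whereas those of *Krt5* and *Krt14*, keratins of basal cells, differed by less than the test could separate. *Krt8* had a signal of 16430 ± 2424 (SD, n = 3 tumors) against 3646 ± 1372 (SD, n = 3 control glands), a log2 fold change of 2.24 (standard error 0.32, adjusted p = 0.00261 from limma). *Krt18*, which encodes the partner of keratin 8 in luminal filaments, had 23470 ± 6161 against 6083 ± 1936, a log2 fold change of 1.97 (standard error 0.33, adjusted p = 0.00466). *Xbp1*, a transcription factor of secretory cells and of the unfolded protein response, was already bright in control glands, at 11320 ± 1064, and had 31960 ± 5890 in tumors, a log2 fold change of 1.48 (standard error 0.23, adjusted p = 0.00314). For *Xbp1*, 3 of the 4 probe sets tested gave the same call.

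Of 13 genes of luminal epithelium, 6 were higher, 2 were lower and 5 did not pass the test (6 higher and 2 lower when adjusted over the list alone). Among the higher genes were *Ehf* and *Spdef*, epithelial transcription factors of the ETS family, with log2 fold changes of 3.55 and 3.16, and *Prom1*, a membrane protein of luminal cells, with 2.70. The control signals of *Spdef* were 16.3, 59.1 and 54.5, at or near the floor of 50, so that its fold depends on the floor, with 3.70 at a floor of 16 and 2.29 at a floor of 100. *Foxa1*, a transcription factor of hormone-responsive luminal cells, fell from 2456 ± 462.8 to 106 ± 12.5, a log2 fold change of −4.52 (standard error 0.23, adjusted p = 0.000126), and the keratin gene *Krt7* fell by 1.13 on the log2 scale. *Kit*, *Krt19* and *Gata3* had log2 fold changes of 0.19 (adjusted p = 0.752), −0.37 (adjusted p = 0.653) and 0.64 (adjusted p = 0.323).

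Of 12 genes of basal epithelium, 1 was higher, 1 was lower and 10 did not pass (none in either direction when adjusted over the list alone). *Krt5* had a signal of 894 ± 243 in tumors and 724 ± 174 in control glands (adjusted p = 0.473), and *Krt14* had 627 ± 49.8 and 454 ± 211 (adjusted p = 0.282). The log2 fold change was 1.60 for *Trp63*, a transcription factor of basal cells (adjusted p = 0.0325), and −0.94 for the receptor gene *Egfr* (adjusted p = 0.0269). *Lamb3*, a laminin chain, and *Jag2*, a ligand of Notch, had log2 fold changes of 0.00 (adjusted p = 0.997) and 0.19 (adjusted p = 0.823). In these samples 17 of 19 pan-epithelial genes were also higher and 2 did not pass (18 higher when adjusted over the list alone), among them the tight junction genes *Cldn3*, at 3.35, and *Cldn7*, at 3.21, and the splicing regulator *Esrp2*, at 3.17. *Elf3* and *Cldn4* had log2 fold changes of 0.06 (adjusted p = 0.876) and 0.83 (adjusted p = 0.0598).

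As lists, luminal and basal epithelium did not move apart from the other genes (camera, adjusted p = 0.12 and 0.241), and the pan-epithelial list did (adjusted p = 7.14e-08, and adjusted p = 0.405 with an estimated correlation). The calls of *Trp63* and *Egfr* held in 11 of 17 alternatives each (adjusted p from 0.0132 to 0.115 and from 0.0187 to 0.11). That of *Trp63* was lost with no filter on low signals (0.115), without control replicate 1 or 2 (0.0521 and 0.0714) or without any of tumor replicates 1 to 3 (0.0796, 0.0586 and 0.0543), and that of *Egfr* with no filter (0.0536), as the mean of its probe sets (0.11, at a log2 fold change of −0.45), without control replicate 3 (0.0892) or without any of the same tumor replicates (0.0683, 0.0538 and 0.0652). *Spdef* (adjusted p from 0.016) and *Prom1* (adjusted p from 0.00177) did not pass with no filter (0.0931 and 0.0768) or without control replicate 3 (0.0524 and 0.0507), nor did *Spdef* with a floor of 100 (0.053) or *Prom1* without tumor replicate 2 (0.0567), while *Cldn4* passed without tumor replicate 1 (0.0331, range up to 0.188), and *Esrp2* had 1.99 as the mean of its probe sets.

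**Figure D2:**
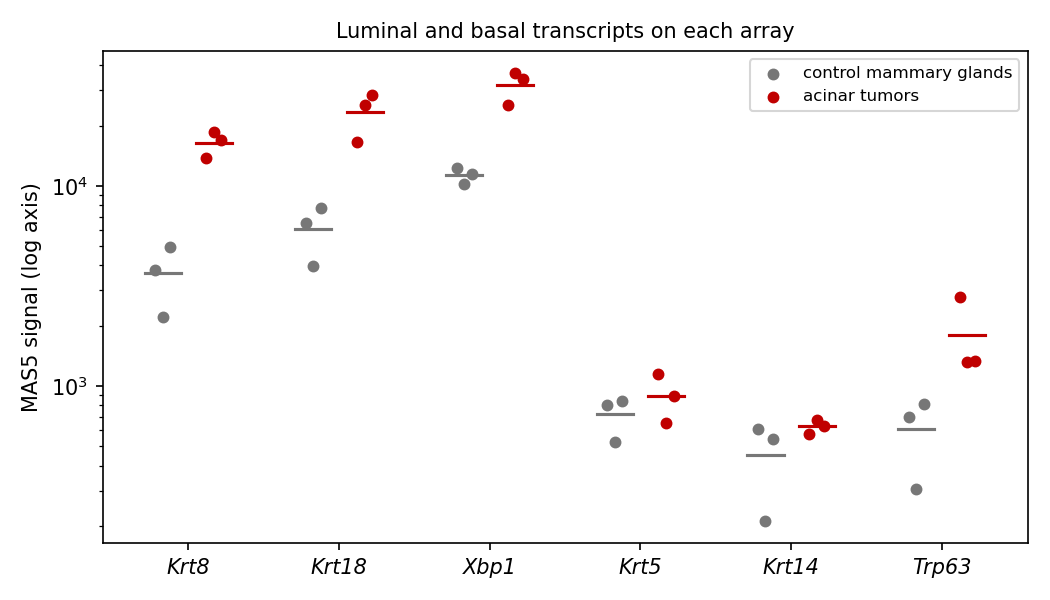
MAS 5.0 signal, on a log axis, of the luminal genes *Krt8*, *Krt18* and *Xbp1* and the basal genes *Krt5*, *Krt14* and *Trp63* in 3 control glands and 3 acinar tumors. Each point is 1 array and each bar is the mean of its group, which for *Krt8* is 3646 in control glands and 16430 in tumors.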

*K14-cre*; *Apc^CKO/+^* tumors also expressed genes that are strongly expressed in human luminal tumors, such as *XBP1* and luminal cell marker K8 and K18, but were low in basal tumor-defining genes. These tumors also showed high expression of *Folate receptor 1* (*Folr1*), which is commonly up-regulated in luminal tumor mouse models [25]. 

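*Folr1*, which encodes a receptor that binds folate at the cell membrane, had a signal of 4966 ± 1556 (SD, n = 3) in acinar tumors and 227 ± 117 (SD, n = 3) in control glands. The log2 fold change was 4.56 (standard error 0.43, adjusted p = 0.000522 from limma), a 23.5-fold difference. The signals were 4085, 4051 and 6762 in the 3 tumors and 221, 112 and 346 in the 3 control glands, so that every tumor lay above every control gland (exact permutation test, 2-sided, p = 0.1, the smallest that these samples allow). The ratio of the mean signals, signed as in Dataset S4 where a negative fold is higher in tumors, was −21.92, and the paper's reported value for the same probe set is −21.919. From clustering with published mouse models, which was not analysed here, the paper proposes that the acinar-type tumors are of the luminal type. It reports expression of *Folr1*, *Xbp1* and the luminal keratins as further observations.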

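The estrogen receptor gene and a part of the genes that estrogen regulates had lower signals in acinar tumors than in control glands. *Esr1*, which encodes estrogen receptor α, fell from 2460 ± 721 (SD, n = 3 control glands) to 495 ± 13.7 (SD, n = 3 tumors), a log2 fold change of −2.27 (standard error 0.27, adjusted p = 0.00127 from limma). Both probe sets tested for *Esr1* gave the same call, and its signal in tumors stayed above the level of 100 used as the filter. *Pgr*, the progesterone receptor gene and a classic target of the estrogen receptor, had 1165 ± 978 in control glands and 141 ± 7.72 in tumors, a log2 fold change of −2.69 (standard error 0.57, adjusted p = 0.0114).

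Of 10 estrogen-regulated genes, *Esr1* and *Pgr* among them, 4 were lower, none was higher and 6 did not pass the test (5 lower when adjusted over the list alone), and the median log2 fold change was −0.80. The other lower genes were *Wnt4*, a secreted signal of the progesterone response that lay below 50 in 2 of the 3 tumors, at −2.34 (adjusted p = 0.000448), and the glycoprotein hormone gene *Stc2*, at −2.20 (adjusted p = 0.0105). *Ctsd* and *Myb* had log2 fold changes of −0.04 (adjusted p = 0.916) and −0.51 (adjusted p = 0.379). *Slc39a6*, a zinc transporter gene, lay against the direction of the list, at 0.53 (adjusted p = 0.15). In the same tumors, genes of other cell types of the gland were lower too, such as *Lum*, a proteoglycan of fibroblasts, at −4.57, *Vwf*, a marker of endothelium that lay below 50 in 1 tumor, at −3.88, and *Plin4*, a coat protein of lipid droplets in adipocytes, at −6.48.

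The list was lower than the other genes in camera (adjusted p = 0.0111, and adjusted p = 0.342 with an estimated correlation). With no filter on low signals *Pgr* and *Stc2* no longer passed (adjusted p = 0.0642 and 0.0566), and over all alternatives their adjusted p-values began at 0.00504 and 0.00191. With a floor of 100 the log2 fold change of *Wnt4* was −1.36.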

As with most mouse mammary tumors, our model was also negative for *ER* and many estrogen-regulated genes. In agreement with these data, *K14-cre*; *Apc^CKO/+^* acinar-type mammary tumors expressed K8 while K14 or α-SMA staining was restricted to a myoepithelial pattern (Figure 2B–D).

**Figure 4:**
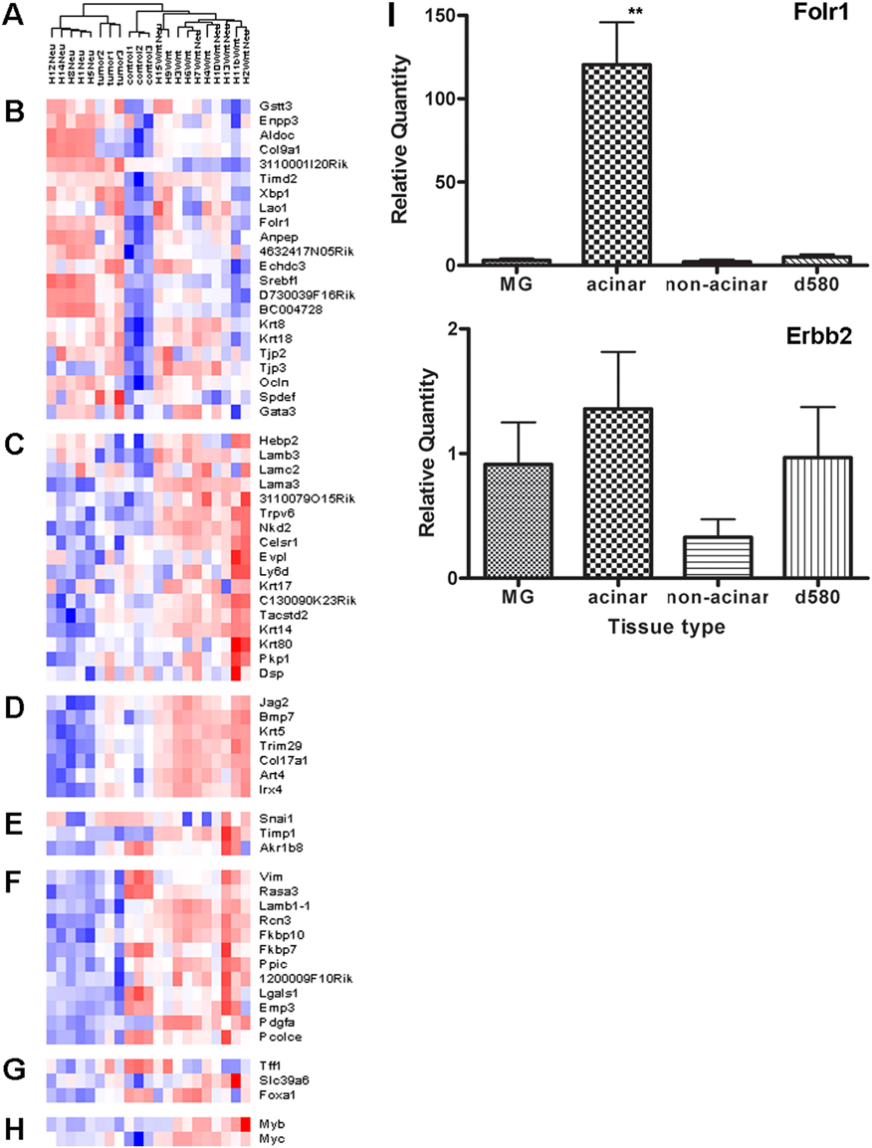
Comparison of expression profiles of *K14-cre*; *Apc^CKO/+^* mammary tumors to *MMTV-Wnt1* and *MMTV-Neu* tumors. (A) Dendrogram of *K14-cre*; *Apc^CKO/+^*, *MMTV-Wnt1*, *MMTV-Neu* and *MMTV-Wnt1/Neu* tumors [26], based on hierarchical clustering analyis of Affymetrix microarray data. *K14-cre*; *Apc^CKO/+^* acinar mammary tumors (tumor 1, 2, 3) showing more correlation to *MMTV-Neu*. (B–G) Mouse models intrinsic gene set cluster analysis, as depicted in Herzchkowitz et al [25]. Red and blue indicate expression levels respectively above and below the median. The magnitude of deviation from the median is represented by the color saturation. (B) Luminal epithelial gene expression pattern. (C) Genes encoding components of basal lamina. (D) A second basal epithelial cluster genes. (E) Genes implicated in epithelial to mesenchymal transition. (F) A second mesenchymal cluster that is expressed in normal. (G) Estrogen-regulated genes. (H) Potentially estrogen-regulated genes. (I) Real-time RT-PCR analysis of *Folr1* and *Erbb2* transcript levels in mammary tumors of the *K14-cre*; *Apc^CKO/+^* and *Apc^Δ580/+^* mice. Bars represent the mean values±S.E.M. for 7 control mammary glands (MG), 12 acinar and 6 non-acinar (undifferentiated or basosquamous) *K14-cre*; *Apc^CKO/+^* and 4 *Apc^Δ580/+^* (d580) mammary tumors normalized to the *Hprt1* transcript levels. The difference in the *Folr1* transcript levels was statistically significant between the control only in the acinar-type *K14-cre*; *Apc^CKO/+^* mammary tumors (p<0.006), whereas no difference was detected for the *Erbb2* transcript levels between the tumors and the control.

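Of the genes labelled in Figure 4B–H, 49 were tested between the acinar tumors and the control glands, and 16 were higher in tumors, 8 were lower and 25 did not pass the test (17 higher and 8 lower when adjusted over the list alone). The labels belong to a figure that includes these samples, so the counts are not independent evidence of a direction. Higher in tumors were *Timd2*, a receptor for ferritin, with a log2 fold change of 3.63 (adjusted p = 0.00237 from limma), *Col9a1*, a collagen chain, with 3.10 (adjusted p = 0.0414), the nucleotide pyrophosphatase *Enpp3*, with 2.97 (adjusted p = 0.00487), and the tight junction genes *Tjp3*, with 1.79 (adjusted p = 0.0116), and *Ocln*, with 1.75 (adjusted p = 0.0235). Lower in tumors were *Lgals1*, which encodes galectin-1, with −2.58 (adjusted p = 0.00229), *Pcolce*, an enhancer of collagen processing, with −2.46 (adjusted p = 0.0108), *Emp3*, with −2.28 (adjusted p = 0.00136), and the mesenchymal filament gene *Vim*, with −1.88 (adjusted p = 0.00628). *Timd2* and *Col9a1* lay below 50 in 1 control gland each. *Krt80*, a keratin gene, had a log2 fold change of −0.01 (adjusted p = 0.988). The colors of Figure 4 give each level as above or below a median, whereas these values compare tumors with control glands. The call of *Col9a1* held in 11 of 17 alternatives (adjusted p from 0.0179 to 0.155) and was lost with a floor of 16 (0.0778), with no filter on low signals (0.155), without control replicate 1 (0.0667) or without any of tumor replicates 1 to 3 (0.0638, 0.107 and 0.116), and its log2 fold change was 1.94 without control replicate 2. *Ocln* (0.0135 to 0.093) was lost with no filter (0.093) or without tumor replicate 1 or 2 (0.0545 and 0.0791), *Tjp3* and *Pcolce* were lost only with no filter (0.0543 and 0.0602), and *Enpp3* had 1.69 as the mean of its probe sets.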

To confirm the initial comparative results, we further compared the gene expression of our *K14-cre*; *Apc^CKO/+^* model to those previously published for *MMTV-Neu*, *MMTV-Wnt1* and *MMTV-Wnt1/Neu* bitrangenic mice [26]. A clustering diagram was obtained that clustered tumors from *MMTV-Neu*, *MMTV-Wnt1* and *MMTV-Wnt1/Neu* bitrangenic samples the same way as indicated previously [26], with *K14-cre*; *Apc^CKO/+^* tumors clustering in a separate cluster when hierarchical clustering analysis was done by samples using rank correlation as distance measure for 19,581 probes. However if differentially expressed probes from *K14-cre*; *Apc^CKO/+^* tumors versus controls were used for clustering, *K14-cre*; *Apc^CKO/+^* tumors clustered next to *MMTV-Neu* with no effect on clustering between *MMTV-Neu*, *MMTV-Wnt1* and *MMTV-Wnt1/Neu* samples. The same overall clustering was obtained using mouse model intrinsic gene set [25] (Figure 4A–H). These results support the view that acinar-type mammary tumors from *K14-cre*; *Apc^CKO/+^* model are luminal type that correlate more with *MMTV-Neu* than *MMTV-Wnt1* model.

The elevated expression of *Folr1* in mammary tumors detected by microarray analysis was confirmed by quantitative real-time RT-PCR. 

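The transcript of *Erbb2*, which encodes the receptor tyrosine kinase Neu, did not differ between acinar tumors and control glands by more than the spread between samples. Its signal was 429 ± 139 (SD, n = 3 tumors) and 313 ± 75.1 (SD, n = 3 control glands), a log2 fold change of 0.43 (standard error 0.33, adjusted p = 0.351 from limma). The 3 tumors had 467, 275 and 545 and the 3 control glands 352, 227 and 361, so that the groups overlapped. *Erbb3*, which encodes a dimerization partner of Neu, rose from 1615 ± 768 to 6782 ± 1036, a log2 fold change of 2.20 (standard error 0.41, adjusted p = 0.00703). On the same arrays the 19 pan-epithelial genes had a mean log2 fold change of 2.2 and a median of 2.46. The rise of *Erbb3* was thus not separated from a higher share of epithelium, and the change of *Erbb2* lay below that mean.

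Of 9 genes of ErbB receptors and ligands, 2 were higher, 1 was lower and 6 did not pass the test, with the same counts when adjusted over the list alone. The higher genes were *Erbb3* and the ligand *Egf*, whose log2 fold change was 2.46 (standard error 0.65, adjusted p = 0.0253), and the lower one was *Egfr*. The ligand *Hbegf* and the adaptor *Grb7*, which lies next to *Erbb2* in the genome, had log2 fold changes of 0.26 (adjusted p = 0.578) and 0.31 (adjusted p = 0.434). The list as a whole did not move apart from the other genes (camera, adjusted p = 0.702). The call of *Egf* held in 12 of 17 alternatives (adjusted p from 0.0128 to 0.109) and was lost with no filter on low signals (0.109), without control replicate 1 or 3 (0.0693 and 0.0724) or without tumor replicate 2 or 3 (0.0831 and 0.0764).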

Since both the IPA and clustering analyses suggested a potential involvement of *Neu/Erbb2* (NM_001003817) in *K14-cre*; *Apc^CKO/+^* mammary tumorigenesis (Figure S3A), we also included *Erbb2* in our analysis. Over 30-fold increase in *Folr1* (NM_008034) expression compared to the control was detected in acinar-type mammary tumors (108.7±23.3 vs 3.1±1.1, p = 0.0051) confirming the microarray results, but non-acinar type, including those tumors composed primarily of basosquamous, pilar, and undifferentiated structures, and *Apc^Δ580/+^* mammary tumors showed no such differences (Figure 4I). There were no significant differences between tumors and the control for *Erbb2* expression.

## Discussion

To delineate the role of *Apc* mutations in mammary gland, we used Cre-loxP technology to target inactivation of *Apc* gene in two different mammary epithelial cells, using *K14-cre* and WAP-*cre* transgenic mice. The Cre expression in our *K14-cre* transgenic mice is driven by the basal *K14* promoter, which is active in progenitor cells that can give rise to both mammary luminal and myoepithelial lineages [27],[28], whereas that of WAP-cre transgenic mice is specific to lactating luminal epithelial cells [17]. The availability of *Apc* mutant mice under two different mammary promoters and their mammary tumors allowed us to study how Apc loss contributes to mammary tumorigenesis. In this study, we present several lines of evidence that target cells for *Apc* mutation-induced mammary tumorigenesis are progenitor/stem cells and that they require specific truncation mutations that partially retain β-catenin down-regulating function. First, *K14-cre* induced *Apc^Δ580^* heterozygosity, but not WAP-cre induced *Apc^Δ580^* heterozygosity or homozygosity, predisposes to mammary tumorigenesis. Second, *K14-cre* mediated mammary adenocarcinoma showed mixed lineage differentiation, in line with stem or progenitor cell origin, in contrast to WAP-*cre* mediated tumors that comprised essentially of luminal and abnormal α-SMA positive cells, lacking other basal markers. This is further supported by the fact that two grossly and histologically distinct regions of a tumor share the same somatic *Apc* truncation mutation, suggesting their origin from a common progenitor. Finally, the remaining wild-type allele of *Apc* is inactivated not by allelic loss, which is the common mechanism in intestinal tumorigenesis in *Apc* heterozygous mice, but preferentially by somatic truncation mutations specifically in a well defined region of the gene. This mutation cluster region was different to the one reported for intestinal tumors, implicating that the dosage-specific activation of downstream Wnt/β-catenin signaling pathway is necessary for mammary tumorigenesis.

We have previously shown that *K14-cre;Apc^CKO/CKO^* mice have aberrant development and squamous metaplasia in many epithelial-derived tissues and die perinatally [14], not allowing the analysis of Apc loss in postnatal mammary gland. Analogous to *K14*-driven *Apc^Δ580^* homozygosity, a complete inactivation of the *Apc* gene in WAP-expressing mammary luminal epithelial cells primarily led to the development of severe squamous metaplasia but rarely neoplasia. These observations suggest that constitutive activation of Wnt/β-catenin signaling pathway by Cre-mediated Apc deficiency, resulting in homozygous *Apc* (*Apc^Δ580/Δ580^*) mutations, invariably induce terminal squamous transdifferentiation of the mammary epithelium irrespective of cell origin of mutated cell, but do not develop tumors. This is in agreement with other Cre-mediated Wnt/β-catenin activation models in which induction of squamous metaplasia but not neoplasia was primarily observed [12],[13],[29].

Although homozygous *Apc* (*Apc^Δ580/Δ580^*) mutations induced either by *K14* or WAP-promoters invariably results in squamous metaplasia, Cre-mediated *Apc* heterozygosity (*Apc^Δ580/+^*) in *K14-cre*; *Apc^CKO/+^* mice developed mammary tumors with high penetrance. A similar tendency was also observed in *K14-cre*; *Apc^CKO/+^* mice backcrossed to C57BL/6, suggesting that the initiation of *Apc*-mediated mammary tumorigenesis is not affected by the genetic background. The majority of mammary tumors developed in *K14-cre*; *Apc^CKO/+^* mice had *Apc^Δ580/+^* genotype and have somatically acquired truncation mutation in the remaining wild-type allele, unlike intestinal tumors in *Apc^Δ580/+^* mice and other germline *Apc* heterozygotes in which the preferential mechanism of the wild-type *Apc* is allelic loss [14], [30]–[32]. Most intriguingly, these truncation mutations were clustered around codon 1530 of Apc (Figure 3C, Table 2), which is further downstream than the mutation cluster region typically observed in both human and mouse intestinal tumors [19],[20],[33]. Regulation of intracellular β-catenin levels is thought to represent one of the most important functions of the Apc tumor suppressor protein. Three different motifs in the central region of Apc are responsible for this activity. The three 15-amino acid (aa) repeats that bind β-catenin, the seven 20-aa repeats that both bind and down-regulate β-catenin [34],[35], and the three SAMP motifs that bind conductin/axin [36],[37]. The mutations found in mammary tumors would result in truncated Apc polypeptides retaining up to three of the seven 20-aa repeats but lack all SAMP motifs. It has been shown that loss of these functional motifs, especially those that lead to the elimination of at least five of the seven 20-aa repeats greatly reduced the β-catenin down-regulation activity of Apc [38]. However, Smits et al [39] showed that haploinsufficiency for the truncated Apc polypeptide that retains up to the third 20-aa repeat (*Apc^1638N/1572T^*) still retained some β-catenin down-regulation activity, resulting in a 5-fold increase in the transcriptional activity compared to a 30-fold increase in *Apc* mutation homozygosity (*Apc^1638N/1638N^*).

Since dosage of β-catenin is critical in determining epithelial cell fate in many organs and varying the level of β-catenin signaling during a cell fate program have been shown to switch the epithelial cell fate [40], it is possible that the homozygosity of *Apc* mutation (*Apc^Δ580/Δ580^*) results in too much β-catenin transcriptional activity, that may push cells into the signaling events that leads to squamous transdifferentiation rather than to hyperplasia of mammary epithelial cells and eventually to neoplasia. The *Apc^Δ580^* heterozygosity with somatic mutation of the remaining wild-type *Apc* allele that retains some β-catenin down-regulating domains may lead to the optimal dosage of β-catenin necessary for mammary tumorigenesis. Indeed, *Apc^Δ580/Δ580^* homozygosity induced by *K14* promoter resulted in severe squmaous metaplasia and ectopic hair follicle morphogenesis in many organs including skin and thymus [14] and the current data using WAP-*cre* also resulted in squamous metaplasia in mammary glands rather than tumor development. Since mutations found in mouse intestinal tumors result in either allelic loss or a somatic truncation mutation upstream of the third 20-aa repeats [14], [19], [20], [30]–[32], deletion of all the β-catenin binding domains seems to confer the main selective advantage in mouse intestinal tumorigenesis. Thus, our results and those of others indicate that there is an Apc-regulated level of β-catenin signaling optimal for tumor formation that differs tissue-specifically. The selection for an optimal β-catenin signaling level for tumor formation is also supported by the spectrum of somatic mutations observed in colorectal adenomas from Familial Adenomatous Polyposis (FAP) patients with different germline mutations in *APC* [41]. Our data also partly explain why breast cancers do not develop as frequently as colorectal tumors in FAP patients. It is likely that unless somatic truncation mutation optimal for breast oncogenesis is acquired in the *APC* gene, mammary epithelial cells are not initiated towards tumorigenesis but instead become metaplastic. Such selection would reduce the incidence of tumorigenesis and require much longer latency, as demonstrated by *Apc^Δ580/+^* and *K14-cre*; *Apc^CKO/+^* mouse models.

Our histopathological and molecular analyses showed that the majority of *K14-cre;Apc^CKO/+^* mammary tumors are adenocarcinomas with multiple foci of squamous metaplasia. These tumors are highly proliferative, *ER*-negative carcinomas, showing strong positivity for Tcf/β-catenin target genes, Myc and cyclin D1, with expression of both luminal and basal epithelial markers. They have many histological features common to Wnt pathway tumors previously described [18], but at the same time have expression profiles that correlate more to luminal tumor models. The latter observation could be explained partly by the predominance of acinar-type histology, which is a luminal type histology, found in the majority of *K14-cre;Apc^CKO/+^* tumors from the mixed background and was the histological type selected for the expression analysis in the current study. The selection of this particular histological type may have biased the expression profiles towards luminal expression pattern. Interestingly, the frequency of the acinar-type histology diminished and basosquamous/pilar structures predominated in the *K14-cre;Apc^CKO/+^*-B6 tumors. Since either histological type of mammary tumors had the same mechanism of Apc inactivation irrespective of the genetic backgrounds, it suggests that the mode of initiation is the same but the progression to certain histological types is greatly influenced by modifier genes associated with the genetic backgrounds.

Comparison of our gene expression profiling data to published mouse and human breast cancers suggests that acinar-type tumors from *K14-cre;Apc^CKO/+^* mice are more similar to luminal type mouse models [25]. The similarities between mouse and human luminal tumors are limited by the fact that most human luminal epithelial cluster contains the *ER* and many estrogen-regulated genes, but many mouse mammary tumors, including *K14-cre;Apc^CKO/+^* tumors, are ER-negative. However, the expression profiles of *K14-cre;Apc^CKO/+^* acinar tumors also included a human luminal tumor-defining gene, *XBP1* [42],[43] and stained positive for K8. Our tumor set also showed elevated expression of *Folr1*, which is a gene included in luminal epithelial gene expression cluster that is highly expressed in *MMTV-PyMT*, *MMTV-Neu*,and *WAP-myc* tumors [25]. It was of interest that *Folr1* expression level varied within *K14-cre;Apc^CKO/+^* mammary tumors depending on histology, and the ones that had elevated expression were those predominantly composed of acinar histology. The tumors from *Apc^Δ580^* mice, which were of pilar and basosquamous histology, had very low *Folr1* expression level. Although *Folr1* is not associated with human luminal tumors, its overexpression and poor prognosis have been implicated in human breast cancers [44],[45].

To determine whether other oncogenic pathways are involved in *Apc* mutation-induced mammary tumorigenesis, we examined the status of *Ras* oncogenes and *Tp53* in these tumors. It has been previously shown that *c-Myc* induced mammary tumors in mice frequently harbor spontaneous activating mutations in *K-Ras* [22] while over 50% of *MMTV-Wnt1* tumors contain oncogenic mutations in *H-Ras* [21]. Jang et al also suggested that *K-Ras* activation strongly synergizes with both *c-Myc* and *Wnt1* in mammary tumorigenesis and promotes the progression of tumors to oncogene independence, while *H-Ras* mutant *Wnt1*-induced tumors remain oncogene dependent [46]. It is of interest that although their presence was mutually exclusive to each other, both *H-Ras* and *K-Ras* oncogenic mutations were found in a subset *K14-cre;Apc^CKO/+^* tumors. We could not find a strong association between histology, incidence of lung metastasis and *Ras* mutations, but those tumors that contained *K-Ras* mutations frequently had heterogeneous histology containing aggressive looking undifferentiated regions that have lost both lineage markers while those with *H-Ras* mutations were predominantly of acinar-type.

In conclusion, our study demonstrates that activation of Wnt/β-catenin signaling via inactivation of *Apc* leads to mammary tumorignesis when the inactivation takes place in mammary epithelial progenitor cells rather than more differentiated secretory luminal cells; and when somatic truncation mutation is acquired in a particular region of the *Apc* gene, which may be necessary to achieve a certain level of β-catenin signaling activation required for mammary tumorigenesis. These initiated tumor cells develop into heterogeneous tumor containing different histological types, each with different expression pattern of lineage markers, some acquiring more oncogenic mutations, such as in either *H-Ras* or *K-ras* genes. Our data indicate that only a specific subset of somatic mutations at the *Apc* gene will successfully lead to tumor formation in the mammary epithelium and there is a selection for *Apc* mutations that retain some down-regulating activity of β-catenin signaling. We propose that this selection is aimed at a specific level of β-catenin signaling optimal for mammary tumorigenesis, rather than at its constitutive activation achieved by deletion of all the β-catenin down-regulating domains in *Apc*, which invariably results in squamous metaplasia.

## Materials and Methods

### Mammary-Specific Inactivation of *Apc*

The *Apc* conditional (*Apc^CKO^*) and germline (*Apc^Δ580^*) knockout mice, WAP-*cre* and *K14-cre* transgenic mice have previously been described [14],[16],[17]. *Apc^Δ580/+^* mice have already been backcrossed to C57BL/6 background. The rest of the mice analyzed in this study were generated as follows: *Apc^CKO^* heterozygote mice of the F1 generation (C57BL/6×129/S background) were first crossed with either WAP-*cre* mice (C57BL/6 background) or *K14-cre* transgenic mice (FVB background). *Cre*-positive *Apc^CKO/+^* male mice thus generated were then crossed with *Apc^CKO/CKO^* females to generate homozygous and heterozygous *Apc^CKO^* offspring either with or without respective *cre* transgene. The mice were intercrossed thereafter for maintenance. Subsequently, *K14-cre*; *Apc^CKO/+^* female mice backcrossed for 4 generations to achieve >95% C57BL/6J background were also included in the analysis so that the results between two different promoters will be comparable. Females with genotypes WAP-*cre*; *Apc^CKO/+^* and WAP-*cre*; *Apc^CKO/CKO^* were mated and undergone pregnancies 4 times to facilitate WAP-*cre*-mediated deletion of exon 14 of *Apc* gene. Mice with genotype *K14-cre*; *Apc^CKO/CKO^* are perinatally lethal [14] and phenotypically normal *K14-cre*; *Apc^CKO/+^* littermates were used for analysis. The mice were sacrificed when either they were moribund or their tumors reached at least 2 cm in diameter, following Institutional Animal Care and Use Committee guidelines.

### Genotyping of Mice

Mouse tails tips obtained at ∼10 days of age were lysed overnight in DirectPCR Lysis Reagent (Viagen Biotech) containing 0.1 mg/ml Proteinase K (Qiagen). The crude lysates were incubated at 85°C for 45 minutes and 0.5 µl of lysate was directly used per 25 µl PCR reaction. Detection of various *Apc* alleles and *cre* transgene was carried out as previously described [14].

### Histological Analysis

Mice were sacrificed by CO_2_ inhalation when they developed gross tumors or were moribund. The location and size of tumors were routinely recorded and pictures were taken from each mouse. Tumors were cut in portions and a portion was either fixed in 10% netural buffered formalin (NBF) or in 4% paraformaldehyde. The other portion was either snapped frozen in liquid nitrogen or immersed in RNAlater solution (ambion) overnight and stored at −80°C until molecular analyses. Mammary glands were also collected routinely from each mouse: 4^th^ mammary gland was fixed flat on a piece of paper towel in 10% NBF, 9^th^ mammary gland for whole mount and either 8^th^ and 3^rd^ tumor-free mammary gland was collected for molecular analyses. The mice were then dissected for gross examination. A portion of liver and lungs were similarly collected and fixed. Then the whole body was fixed in Bouin's solution. The fixed tissue samples were then submitted to Rodent Histopathological Core, processed and embedded in paraffin. Tissue sections were cut and stained with H&E for histopathological examinations.

### Immunohistochemistry

Five-µm sections were cut from the paraffin-embedded tissues and immunohisochemistry was performed essentially as previously described [14]. Briefly, sections were deparaffinized, rehydrated and boiled in either Citrate buffer (10 mM, pH 6) or Tris buffer (10 mM Tris, 1 mM EDTA, pH 9) for antigen retrieval. Slides were than treated with 3% peroxidase in PBS, followed by blocking in normal horse serum. Primary antibodies against Ki67 (1∶200, Vector Laboratories), β-catenin (1∶200, BD Transduction Lab), cyclin D1 (1∶100, Lab Vision), c-myc (1∶200, Upstate), esterogen receptor ERα and progesterone receptor (1∶2000, 1∶500, respectively, Santa Cruz) and cellular markers such as cytokeratins K1, K6, K14 (1∶1000, 1∶500, 1∶2000, respectively, Covance), K8 (1∶100, TROMA-I, DSHB), p63 (1∶200, Chemicon International) and α-smooth muscle actin (α-SMA, 1∶800, Sigma) were applied followed by an incubation with biotin-conjugated appropriate secondary antibody. Mouse-on-Mouse kit (Vector Laboratories) was used with the mouse primary antibodies. The Vectastain Elite ABC kit and DAB (Vector Laboratories) were used for detection, following manufacturer's instructions.

### Mammary Gland Wholemount

This procedure was carried out as described on the mammary gland website: http://mammary.nih.gov.

### DNA and RNA Extraction from Tumors

Both genomic DNA and RNA from tumors and various tissue samples collected at the time of autopsy were extracted as described previously [14]. Briefly, genomic DNA was extracted using DNeasy mini kit (QIAGEN). RNA was extracted by homogenizing tumors and tissues in 3 ml Trizol reagent (Invitrogen). After phase separation, an equal volume of 70% ethanol was added to the aqueous phase and purified through PureLink Micro-to-Midi Total RNA Purification System (Invitrogen), following manufacturer's instruction. Concentrations of nucleic acids were determined by Nanodrop (Ribogreen, Molecular Probes, Eugene, Oregon, United States).

### Analysis of *Apc* Status in Tumors

Tissue-specific recombination of the conditional alleles in tumors and various tissue samples was examined by analyzing both their extracted DNA and RNA as described previously [14]. Briefly, genomic DNA samples were examined by a semi-quantitative 3-primer genotyping PCR that will give 3 distinct sized products from the wild-type (320 bp), conditional (430 bp) and deleted (500 bp) alleles of *Apc*. In addition, two separate 2-primer PCRs were performed; one to check for the wild-type and *Apc^CKO^* alleles and the other to detect the presence of the *Apc^Δ580^* allele alone. The expression of full-length and truncated *Apc* alleles were examined by performing RT-PCR on RNA using SuperScript One-Step RT-PCR with Platinum Taq (Invitrogen), following manufacturer's protocol.

Upon confirmation of the retention of the wild-type *Apc* allele, codons 677–1674 of the mouse *Apc* gene were analyzed for truncation mutations by PCR and *in vitro* transcription and translation (IVTT) assay as described previously [20],[47] but with some modifications. All DNA amplifications were performed using Pfu Ultra II fusion HS DNA polymerase (Stratagene) according to manufacturer's instruction. The wild-type allele-specific amplification of *Apc* was performed by nested-PCR to eliminate co-amplification of deleted *Apc^Δ580^* allele using the forward primer 5′-CATTCTCCCCTACTTAGATGG and a reverse primer 5′-GTTGTCATCCAGGTCTGGTG in the first PCR reaction. Two overlapping segments of the *Apc* gene covering codons 677–1234 and 1100–1674 were subsequently amplified from aliquots of the first reactions using two pairs of PCR primers specific for IVTT. Cycling conditions for the first stage PCR were one cycle of 94°C for 2 min, followed by 20 cycles of 94°C for 20 s, 58°C for 20 s and 72°C for 90 s, with one final extension cycle at 72°C for 3 min. Cycling conditions for the second stage PCR were as above except the cycle number was increased to 25. The PCR products were directly used for IVTT assay as described previously [20],[47]. In order to facilitate the detection of *Apc* truncation mutations from tumor samples that are frequently co-harvested with adjacent normal tissues, we developed a method based on expression of Apc-GFP fusion polypeptides in bacteria, in which colonies derived from PCR products with mutation appear GFP-negative. The pTrcHis B Prokaryotic Expression Vector (Invitrogen) was modified to contain GFP coding sequence (Acc# U87625) between NheI and SacI sites. The sequence between NcoI and NheI sites, coding poly-histidine region was replaced with a BamHI site, such that insertion of amplified *Apc* fragments between BamHI and NheI sites restores the reading frame of GFP. For characterization of tumor-specific mutations, the PCR products were digested with *Bam*HI and *Nhe*I, gel purified, and cloned into modified pTrc vector and transformed into bacterial cells using standard cloning procedures. Transformed bacterial cells were spread on LB plates containing final concentrations of 50 µg/ml ampicillin and 50 µM IPTG and incubated overnight at 37°C. The numbers of non-fluorescent and fluorescent colonies were counted under long-wave length UV light. When the percentage of non-fluorescent colonies over total was above the control level, individual GFP negative clones were screened by IVTT to identify mutations, and their DNA sequences were determined.

### *Tp53* and *Ras* Mutational Analysis

For p53 mutational analysis, exons 5 to 8 of *Tp53* were examined by performing RT-PCR on RNA using primers p53-F117 and p53-R313 and SuperScript One-Step RT-PCR with Platinum Taq (Invitrogen). The PCR products were then sequenced by nested primers, p53-F121 and p53-R308. For *K-Ras* and *H-Ras* codons 12, 13 or 61 mutation analysis, RNA was first reverse-transcribed and amplified using SuperScript One-Step RT-PCR system, followed by nested-PCR using Pfu Ultra II fusion HS DNA polymerase (Stratagene). The mutations were scored positive when approximately half of the resulting amplified DNA had the same mutation, and when the results were confirmed by either sequencing from both ends or by sequencing corresponding genomic amplified products. Sequences of primers used in the study are listed in Table S1.

### Gene Expression Profiling

Total RNA (5–10 µg) extracted from 3 acinar-type mammary tumors and 3 age-matched control mammary glands from *cre*-negative mice were hybridized and scanned to GeneChip M430 2.0 according to Affymetrix protocols (Affymetrix). Scanned microarray images were imported into GeneChip Operating Software (GCOS, Affymetrix) to generate signal values and absent/present calls for each probe-set using the MAS 5.0 statistical expression algorithm (.chp files). Each array was scaled to a target signal of 500 using all probe-sets and default analysis parameters. Prior to performing any other analysis Affymetrix detection calls were used to remove 12,844 probes which had ‘Absent’ call across all samples. Data set with 32,322 probes was used as starting point for any subsequent analysis. To identify genes differentially expressed between tumor and control samples two-sample t-test was used (Dataset S1). T-test was performed using ComparativeMarkerSelection module of Gene Pattern (http://www.broad.mit.edu/cancer/software/genepattern/) [48]. Based on two-sample t-test results, any probes with fold differences below 2, t-test values below 4.5 were removed and only the probes that have either consistent absent or present calls were used as input for Ingenuity Pathway Analysis (IPA) Software (http://www.ingenuity.com/, Dataset S2). 

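At these thresholds for the methods' t-test, computed here with unequal variances on the deposited signals, 2978 probe sets passed among the 26967 kept by the filter on low signal, 1222 of them higher in tumors and 1756 higher in control glands. Among all 45037 probe sets, 3309 passed, 1355 higher in tumors and 1954 higher in control glands. The detection calls of the arrays were not used here, so that neither the removal of probes absent in all samples nor the demand for calls that are the same within each group is part of these counts. After Benjamini-Hochberg adjustment over the probe sets kept, 80 had an adjusted p under 0.05 with at least a 2-fold difference, whereas limma on log2 values called 2335 probe sets higher and 3559 lower in tumors. The count of lower probe sets was 2250 without control replicate 1 and 1913 without control replicate 3.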

Ingenuity core analysis generated over 60 networks with nearly 600 network nodes in total, many of them involved in cell cycle, cell, growth, cell death, DNA replication, and cancer (Dataset S3, S4, S5, and S6).

Gene Set Enrichment Analysis (GSEA) was performed using java GSEA http://www.broad.mit.edu/gsea/ as previously described [49]

### Comparison of Gene Expression Profiles with Other Mouse Models

To get additional insights in *K14-cre*; *Apc^CKO/+^* tumors, gene expression from our mouse model was compared to data set of multiple mouse mammary carcinoma models and human breast tumors previously published [25]. In particular, based on genes mainly in intrinsic gene set cluster analysis of mouse models a dendrogram was generated using dChip (http://biosun1.harvard.edu/complab/dchip/) (Figure 4A).

To further compare gene expression of *K14-cre*; *Apc^CKO/+^* model, gene expression probe level data (CEL files 430A 2.0) from Shixia Huang et al. for tumors from *MMTV-Wnt1*, *MMTV-Neu* and *MMTV-Wnt1/MMTV-Neu* bitransgenic mice were obtained [26]. MAS5.0 algorithm was used to estimate probe expression. Since 430 2.0 chips have additional probe sets compared to 430A 2.0 the subset corresponding to 430A 2.0 was used for MAS5.0 global method of scaling/normalization. Target Intensity value of 500 was used for all arrays. Prior to performing any other analysis, Affymetrix detection calls were used to remove 3,045 probes which had ‘Absent’ call across all samples. Data set with 19,581 probes was used as starting point for any subsequent analysis. Hierarchical clustering by samples was performed using data for all 19,581 probes as input and rank correlation as (Figure S3B). Subsequently, 1,335 differentially expressed probes (fold differences above 2, t-test values above 4.5) from *K14-cre*; *Apc^CKO/+^* tumors versus controls were used for clustering analysis (Figure S3C).

### Real-Time RT-PCR

The expression levels of *Folr1* and *Erbb2* in 17 *K14-cre*; *Apc^CKO/+^*, 5 WAP-*cre*; *Apc^CKO^* (*Apc^CKO/CKO^* and *Apc^CKO/+^* combined), 4 *Apc^Δ580/+^* mammary tumors were compared to those of 7 normal mammary glands by quantitative RT-PCR with *HPRT1* as an internal control. Most of *K14-cre*; *Apc^CKO/+^* mammary tumors in the mixed background consisted of acinar-type, but there were a few which had distinct histology. Therefore, tumors were roughly divided into 2 groups; acinar and non-acinar. The latter group of mammary tumors primarily composed of undifferentiated, basosquamous and pilar-type histology. We analyzed 14 acinar-type, and 8 non-acinar type. The mammary tumors developed in *Apc^Δ580/+^* mice were mostly of basosquamous-type. TaqMan Gene Expression Assays for respective genes were used on 7500 Fast Real-Time PCR System (Applied Biosystem) according to the manufacturer's protocol. Relative quantity was calculated using Sequence Detection Software version 1.4 (Applied Biosystem).

## Supporting Information

Figure S1 WAP-*cre* induced inactivation of *Apc*. (A) Whole-mount of a mammary gland showing development of severe squmaous metaplasia in multiparous WAP-*cre*; *Apc^CKO/CKO^* female mouse. (B) H&E staining of another gland from the same mouse showing multiple metaplstic lesions throughout the gland. (C) H&E staining of a mammary tumor from a multiparous WAP-*cre*; *Apc^CKO/CKO^* female mouse with squamous metaplasia (arrows) which have less defined structures than those in *K14-cre*; *Apc^CKO/+^* tumors. (D) K14 expression was only observed in these metaplstic lesions in WAP-*cre* induced tumors. Scale bars: 50 µm. (E) Genotyping for *Apc* in WAP-*cre* positive mammary glands and tumors, showing WAP-cre and parity-specific recombination of conditional alleles. Genotyping PCR for the (i) wild-type and *Apc^CKO/+^* alleles, (ii) wild-type, *Apc^CKO/+^* and *Apc^Δ580^* alleles, (iii) *Apc^Δ580^* allele alone. The presence of the *Apc^Δ580^* allele detected in mammary tumors from nulliparous WAP-cre positive females demonstrates that these tumors have derived from a clone of cells that have undergone Cre-mediated recombination.
(3.0 MB PPT) Click here for additional data file.

Figure S2 Expression of Tcf/β-catenin-target genes in mammary tumors from *K14-cre*; *Apc^CKO/+^* female mice. A representative acinar-type mammary tumor stained with H&E for histology (A), luminal marker K8 (B), basal marker K14 (C) and β-catenin (D), showing strong positivity for Tcf/β-catenin-target genes cyclin D1 (E) and c-myc (F, G). Examples of cells with strong c-myc positivity are indicated by arrows (G). Scale bars: 50 µm for (A–F), 25 µm for (G).
(7.8 MB PPT) Click here for additional data file.

Figure S3 Ingenuity Pathway and Hierarchical Clustering analyses of expression profiles of *K14-cre*; *Apc^CKO/+^* mammary tumors. (A) A representative IPA network. Ingenuity core analysis generated over 60 networks, many of them involved in cell cycle, cell, growth, cell death, DNA replication and cancer (see Dataset S3 for information for all networks). A representative network is shown, showing elevated expression of *Folr1*. Green for elevated expression in tumor and red for elevation in control. (B) Hierarchical clustering by samples for 19,581 probes. A clustering diagram of *K14-cre*; *Apc^CKO/+^* tumors (1107 E,F,H), controls (1107 A,C,D), tumors from *MMTV-Wnt1*, *MMTV-Neu* and *MMTV-Wnt1/MMTV-Neu* bitransgenic mice. 

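Across all 45037 probe sets, Spearman's rank correlation lay between 0.925 and 0.935 for pairs of acinar tumors and between 0.915 and 0.945 for pairs of control glands, and between 0.819 and 0.893 (median 0.863) for a tumor and a control gland. Each of the 3 tumors was thus closer in rank to the other tumors than to any control gland, and the same held for the control glands. Over the 26967 probe sets kept by the filter on low signal, the correlation was 0.913 to 0.928 within tumors, 0.889 to 0.942 within control glands and 0.664 to 0.794 (median 0.743) between them. These are 15 pairs of the same 6 arrays, taken across probe sets, which are not independent replicates, so no p-value is given. The arrays of the *MMTV* models and the paper's selection of probes were not used here.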

Rank correlation was used as distance measure. (C) Hierarchical clustering by samples for 1,335 probes. 1,335 differentially expressed probes (fold differences above 2, t-test values above 4.5) from *K14-cre*; *Apc^CKO/+^* tumors versus controls were used.
(0.5 MB PPT) Click here for additional data file.

Table S1 Primer Sequences for *Tp53* and *Ras* Mutational analysis.
(0.05 MB DOC) Click here for additional data file.

Dataset S1 Differential gene expression between tumors and control samples. Information on differential gene expression between tumors and control samples for 32,322 probes.

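Each line of Dataset S1 gives, for 1 probe set, the group with the higher mean signal, the statistic of the t-test, the ratio of the higher to the lower mean, the detection calls of the 3 control glands and then the 3 tumors (P for present, A for absent), the mean and standard deviation of each group, and the 6 signals. Only its first 464 lines were read here, which are sorted by the statistic, with probe sets higher in control glands first. All 6 signals were within 0.05 of the deposited signals for each of these 464 probe sets, and the statistic computed here with unequal variances was within 1% of the listed one. Among them, 243 were present in all 6 samples and 92 were present in all control glands and absent in all tumors. The highest ratio among them was 353, for a probe set whose tumor signals were near the background.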

(21 MB XLS) Click here for additional data file.

Dataset S2 Input list of probes for Ingenuity Pathway Analysis. Information for 2,800 probes which were used as input for IPA. Out of data set with 32,322 probes that have been analyzed for differential expression by Gene Pattern, probes with fold differences below 2, t-test values below 4.5 were removed and only the probes that have either consistent absent (a) or present (p) calls, but not absent across all samples, i.e., ppp-ppp, aaa-ppp or ppp-aaa were used as input for Ingenuity Pathway Analysis Software. Overall 2,800 probes were used as input for IPA.

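Dataset S2 has the same columns as Dataset S1, and its lines are sorted by the ratio of the means instead of the statistic. Of its 441 lines read here, the ratio ran from 688 down to 7.27, all for probe sets higher in control glands. The listed signals were within 0.05 of the deposited ones for all 441 probe sets, of which 136 are listed as present in all 6 samples and 305 as present in control glands and absent in tumors. Of 153 probe sets read in both datasets, 113 carry the same calls in both. The other 40 are listed in Dataset S2 as absent in all tumors. In Dataset S1 they have a present or marginal call in at least 1 tumor. Present and marginal calls were not told apart in this count, so it does not show a conflict with present calls. The detection calls of Dataset S2 are therefore given here only as listed.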

(2.7 MB XLS) Click here for additional data file.

Dataset S3 Networks generated by Ingenuity Pathway Analysis. Information for all networks generated by Ingenuity Pathway Analysis.
(0.04 MB XLS) Click here for additional data file.

Dataset S4 Molecules used in networks generated by Ingenuity Pathway Analysis. Information for all molecules used in networks generated by Ingenuity Pathway Analysis.
(0.7 MB XLS) Click here for additional data file.

Dataset S5 Canonical Pathways. Information for Canonical Pathways identified by Ingenuity Pathway Analysis.
(0.05 MB XLS) Click here for additional data file.

Dataset S6 Functions. Information on processes identified by Ingenuity Pathway Analysis.
(0.2 MB XLS) Click here for additional data file.

## References

[1] Deugnier MA, Teuliere J, Faraldo MM, Thiery JP, Glukhova MA (2002). The importance of being a myoepithelial cell.. Breast Cancer Res.

[2] Turnbull C, Rahman N (2008). Genetic Predisposition to Breast Cancer: Past, Present, and Future.. Annual Review of Genomics and Human Genetics.

[3] Patocs A, Zhang L, Xu Y, Weber F, Caldes T (2007). Breast-Cancer Stromal Cells with TP53 Mutations and Nodal Metastases.. N Engl J Med.

[4] Mohinta S, Wu H, Chaurasia P, Watabe K (2007). Wnt pathway and breast cancer.. Front Biosci.

[5] Furuuchi K, Tada M, Yamada H, Kataoka A, Furuuchi N (2000). Somatic mutations of the APC gene in primary breast cancers.. Am J Pathol.

[6] Jin Z, Tamura G, Tsuchiya T, Sakata K, Kashiwaba M (2001). Adenomatous polyposis coli (APC) gene promoter hypermethylation in primary breast cancers.. Br J Cancer.

[7] Sarrio D, Moreno-Bueno G, Hardisson D, Sanchez-Estevez C, Guo M (2003). Epigenetic and genetic alterations of APC and CDH1 genes in lobular breast cancer: relationships with abnormal E-cadherin and catenin expression and microsatellite instability.. Int J Cancer.

[8] Moser AR, Mattes EM, Dove WF, Lindstrom MJ, Haag JD (1993). ApcMin, a mutation in the murine Apc gene, predisposes to mammary carcinomas and focal alveolar hyperplasias.. Proceedings of the National Academy of Sciences, USA.

[9] Michaelson JS, Leder P (2001). beta-catenin is a downstream effector of Wnt-mediated tumorigenesis in the mammary gland.. Oncogene.

[10] Imbert A, Eelkema R, Jordan S, Feiner H, Cowin P (2001). Delta N89 beta-catenin induces precocious development, differentiation, and neoplasia in mammary gland.. J Cell Biol.

[11] Teuliere J, Faraldo MM, Deugnier MA, Shtutman M, Ben-Ze'ev A (2005). Targeted activation of beta-catenin signaling in basal mammary epithelial cells affects mammary development and leads to hyperplasia.. Development.

[12] Miyoshi K, Shillingford JM, Le Provost F, Gounari F, Bronson R (2002). Activation of beta -catenin signaling in differentiated mammary secretory cells induces transdifferentiation into epidermis and squamous metaplasias.. Proc Natl Acad Sci U S A.

[13] Gallagher RC, Hay T, Meniel V, Naughton C, Anderson TJ (2002). Inactivation of Apc perturbs mammary development, but only directly results in acanthoma in the context of Tcf-1 deficiency.. Oncogene.

[14] Kuraguchi M, Wang XP, Bronson RT, Rothenberg R, Ohene-Baah NY (2006). Adenomatous Polyposis Coli (APC) Is Required for Normal Development of Skin and Thymus.. PLoS Genet.

[15] Owens DM, Watt FM (2003). Contribution of stem cells and differentiated cells to epidermal tumours.. Nat Rev Cancer.

[16] Jonkers J, Meuwissen R, van der Gulden H, Peterse H, van der Valk M (2001). Synergistic tumor suppressor activity of BRCA2 and p53 in a conditional mouse model for breast cancer.. Nat Genet.

[17] Wagner KU, Wall RJ, St-Onge L, Gruss P, Wynshaw-Boris A (1997). Cre-mediated gene deletion in the mammary gland.. Nucleic Acids Res.

[18] Rosner A, Miyoshi K, Landesman-Bollag E, Xu X, Seldin DC (2002). Pathway pathology: histological differences between ErbB/Ras and Wnt pathway transgenic mammary tumors.. Am J Pathol.

[19] Kuraguchi M, Edelmann W, Yang K, Lipkin M, Kucherlapati R (2000). Tumor-associated Apc mutations in Mlh1−/− Apc1638N mice reveal a mutational signature of Mlh1 deficiency.. Oncogene.

[20] Kuraguchi M, Yang K, Wong E, Avdievich E, Fan K (2001). The distinct spectra of tumor-associated Apc mutations in mismatch repair-deficient Apc1638N mice define the roles of MSH3 and MSH6 in DNA repair and intestinal tumorigenesis.. Cancer Res.

[21] Podsypanina K, Li Y, Varmus HE (2004). Evolution of somatic mutations in mammary tumors in transgenic mice is influenced by the inherited genotype.. BMC Med.

[22] D'Cruz CM, Gunther EJ, Boxer RB, Hartman JL, Sintasath L (2001). c-MYC induces mammary tumorigenesis by means of a preferred pathway involving spontaneous Kras2 mutations.. Nat Med.

[23] Cardiff RD, Moghanaki D, Jensen RA (2000). Genetically engineered mouse models of mammary intraepithelial neoplasia.. J Mammary Gland Biol Neoplasia.

[24] Hennighausen L (2000). Mouse models for breast cancer.. Breast Cancer Res.

[25] Herschkowitz JI, Simin K, Weigman VJ, Mikaelian I, Usary J (2007). Identification of conserved gene expression features between murine mammary carcinoma models and human breast tumors.. Genome Biol.

[26] Huang S, Podsypanina K, Chen Y, Cai W, Tsimelzon A (2006). Wnt-1 is dominant over neu in specifying mammary tumor expression profiles.. Technol Cancer Res Treat.

[27] Shackleton M, Vaillant F, Simpson KJ, Stingl J, Smyth GK (2006). Generation of a functional mammary gland from a single stem cell.. Nature.

[28] Stingl J, Eirew P, Ricketson I, Shackleton M, Vaillant F (2006). Purification and unique properties of mammary epithelial stem cells.. Nature.

[29] Meniel V, Hay T, Douglas-Jones A, Sansom OJ, Clarke AR (2005). Mutations in Apc and p53 synergize to promote mammary neoplasia.. Cancer Res.

[30] Luongo C, Moser AR, Gledhill S, Dove WF (1994). Loss of Apc+ in intestinal adenomas from Min mice.. Cancer Res.

[31] Oshima M, Oshima H, Kitagawa K, Kobayashi M, Itakura C (1995). Loss of Apc heterozygosity and abnormal tissue building in nascent intestinal polyps in mice carrying a truncated Apc gene.. Proc Natl Acad Sci U S A.

[32] Smits R, Kartheuser A, Jagmohan-Changur S, Leblanc V, Breukel C (1997). Loss of Apc and the entire chromosome 18 but absence of mutations at the Ras and Tp53 genes in intestinal tumors from Apc1638N, a mouse model for Apc-driven carcinogenesis.. Carcinogenesis.

[33] Miyoshi Y, Nagase H, Ando H, Horii A, Ichii S (1992). Somatic mutations of the APC gene in colorectal tumors: mutation cluster region in the APC gene.. Human Molecular Genetics.

[34] Rubinfeld B, Souza B, Albert I, Muller O, Chamberlain SH (1993). Association of the APC gene product with beta-catenin.. Science.

[35] Su LK, Vogelstein B, Kinzler KW (1993). Association of the APC tumor suppressor protein with catenins.. Science.

[36] Behrens J, Jerchow BA, Wurtele M, Grimm J, Asbrand C (1998). Functional interaction of an axin homolog, conductin, with beta- catenin, APC, and GSK3beta.. Science.

[37] Hart MJ, de los Santos R, Albert IN, Rubinfeld B, Polakis P (1998). Downregulation of beta-catenin by human Axin and its association with the APC tumor suppressor, beta-catenin and GSK3 beta.. Current Biology.

[38] Rubinfeld B, Albert I, Porfiri E, Munemitsu S, Polakis P (1997). Loss of beta-catenin regulation by the APC tumor suppressor protein correlates with loss of structure due to common somatic mutations of the gene.. Cancer Research.

[39] Smits R, Kielman MF, Breukel C, Zurcher C, Neufeld K (1999). Apc1638T: a mouse model delineating critical domains of the adenomatous polyposis coli protein involved in tumorigenesis and development.. Genes Dev.

[40] DasGupta R, Rhee H, Fuchs E (2002). A developmental conundrum: a stabilized form of beta-catenin lacking the transcriptional activation domain triggers features of hair cell fate in epidermal cells and epidermal cell fate in hair follicle cells.. J Cell Biol.

[41] Albuquerque C, Breukel C, van der Luijt R, Fidalgo P, Lage P (2002). The ‘just-right’ signaling model: APC somatic mutations are selected based on a specific level of activation of the beta-catenin signaling cascade.. Hum Mol Genet.

[42] Gruvberger S, Ringner M, Chen Y, Panavally S, Saal LH (2001). Estrogen receptor status in breast cancer is associated with remarkably distinct gene expression patterns.. Cancer Res.

[43] Sotiriou C, Neo SY, McShane LM, Korn EL, Long PM (2003). Breast cancer classification and prognosis based on gene expression profiles from a population-based study.. Proc Natl Acad Sci U S A.

[44] Hartmann LC, Keeney GL, Lingle WL, Christianson TJ, Varghese B (2007). Folate receptor overexpression is associated with poor outcome in breast cancer.. Int J Cancer.

[45] Kelemen LE (2006). The role of folate receptor alpha in cancer development, progression and treatment: cause, consequence or innocent bystander?. Int J Cancer.

[46] Jang JW, Boxer RB, Chodosh LA (2006). Isoform-specific ras activation and oncogene dependence during MYC- and Wnt-induced mammary tumorigenesis.. Mol Cell Biol.

[47] Kucherlapati M, Yang K, Kuraguchi M, Zhao J, Lia M (2002). Haploinsufficiency of Flap endonuclease (Fen1) leads to rapid tumor progression.. Proc Natl Acad Sci U S A.

[48] Reich M, Liefeld T, Gould J, Lerner J, Tamayo P (2006). GenePattern 2.0.. Nat Genet.

[49] Subramanian A, Tamayo P, Mootha VK, Mukherjee S, Ebert BL (2005). Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles.. Proc Natl Acad Sci U S A.

[50] Chen PC, Kuraguchi M, Velasquez J, Wang Y, Yang K (2008). Novel roles for MLH3 deficiency and TLE6-like amplification in DNA mismatch repair-deficient gastrointestinal tumorigenesis and progression.. PLoS Genet.

# Supplementary material for: Genetic Mechanisms in Apc-Mediated Mammary Tumorigenesis
**Source:** PLoS Genet. 2009 Feb 6;5(2):e1000367. doi: 10.1371/journal.pgen.1000367
**Supplement:** Table S1 — Primer Sequences for Tp53 and Ras Mutational analysis. (0.05 MB DOC)

**Table S1 Primer Sequences for *Tp53* and *Ras* Mutational analysis**

| Primer | Prime | Use | Sequence |
| --- | --- | --- | --- |
| **For RT-PCR** |  |  |  |
| p53-F117 | 5’ | PCR | GTCTGTTATGTGCACGTACTC |
| p53-F121 | 5’ | Seq | GCACGTACTCTCCTCCCCT |
| p53-R308 | 3’ | Seq | AGGTGGGCAGCGCTCTCTT |
| p53-R313 | 3’ | PCR | GAGAGGCGCTTGTGCAGGT |
| Hras-Ex1F4 | 5’ | 1st PCR/ Seq | GCAGTCGCGCCAGCAAGC |
| Hras-R100 | 3’ | 1st PCR/ Seq | TGATCTGCTCCCTGTACTGAT |
| Hras-R190 | 3’ | 1st PCR | ATGTCCTGAGCCTGGTGTCA |
| T3Hras-Ex1F4 | 5’ | 2nd PCR | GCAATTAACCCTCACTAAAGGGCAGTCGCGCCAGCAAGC |
| T7Hras-R100 | 3’ | 2nd PCR | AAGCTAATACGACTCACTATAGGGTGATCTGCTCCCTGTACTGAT |
| Kras-Ex1F1 | 5’ | 1st PCR/ Seq | CCTGCTGAAAATGACTGAGTAT |
| Kras-R101 | 3’ | 1st PCR/ Seq | TTAATTTGTTCTCTATAATGGTGAA |
| T7Kras-R101 | 3’ | 2nd PCR | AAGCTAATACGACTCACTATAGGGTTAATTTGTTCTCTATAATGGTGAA |
|  |  |  |  |
| **For gDNA** |  |  |  |
| Hras-Ex1F1 | 5’ | PCR | CTTGGCTAAGTGTGCTTCTCA |
| Hras-Ex1R1 | 3’ | PCR | ACTGCCACAGCCCACCTCT |
| Hras-Ex1R2 | 3’ | Seq | CACCTCTGGCAGGTAGGCA |
| Kras-Int1F1 | 5’ | PCR | CACACAAAGGTGAGTGTTAAAAT |
| Kras-Int2R1 | 3’ | Seq | CTTTACAAGCGCACGCAGAC |
| Kras-Int2R2 | 3’ | PCR | CTGGCTGCCGTCCTTTACAA |
|  |  |  |  |

Use: PCR=for PCR, Seq= for sequencing

How the deposited data were processed for this re-analysis (not part of the article)

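The data were Affymetrix mouse arrays of 3 mammary tumors with acinar histology, which had grown in *K14-cre*; *Apc CKO/+* mice, and 3 control mammary glands from age-matched *cre*-negative mice, 1 array per sample. The labels call the 3 samples of each group biological replicates. The sources used here do not say whether each came from a separate animal, and if some did not, the p-values measure partly the spread between samples of 1 mouse. The authors made the deposited intensity values with the MAS 5.0 algorithm, whose version is not given in the sources used here. They scaled each array to a target signal of 500. The deposited intensity values are on a linear scale, and the detection calls were not used here.

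Of 45101 probe sets, 64 controls were left out. A gene symbol came from the platform annotation: 34945 probe sets had 1 symbol, 932 had several and 9160 were unnamed here, and only probe sets with 1 symbol stand for genes. No symbol had to be updated through its Entrez ID. Signals below 50 were set to 50 and log2 values were taken. Probe sets with a signal of at least 100 on at least 3 of the 6 arrays were kept. This left 22492 named probe sets for 12518 genes, and for each gene the probe set with the highest mean log2 signal was used. Of 5809 genes with several probe sets tested, 1360 were called, and for 6 of these another probe set was called in the other direction. Where all samples of a group lie below 50, the fold is against 50 and is written as at least that value.

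Tumors and control glands were compared with lmFit and eBayes of limma 3.58.1 in R 4.3.3, with 2-sided tests, Benjamini-Hochberg adjustment over all genes and thresholds of 0.05 and 2-fold. The methods' t-test was repeated on linear signals with unequal variances, a statistic of at least 4.5 in size and a ratio of means of at least 2. Gene lists were tested with camera at a preset correlation of 0.01, adjusted over 34 lists, and again with an estimated correlation, where no list passed. Camera asks whether a list moves apart from the other genes.

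The main settings, the alternatives, the 38 gene lists with 675 symbols, of which 624 matched the annotation, and the rule for the genes named were set before the data were examined. By then the first lines of Datasets S1 and S2, the folds of *Ccnd1*, *Esr1*, *Folr1*, *Krt8* and *Krt18* in Dataset S4 and the colors of Figure 4 had been seen. The rule names every gene that the paper names or labels in Figure 4B–H where a claim is about it, the 10 largest increases and the 10 largest decreases among called genes whose groups do not overlap, and for each list up to 4 called members with the largest change and the 2 members furthest from passing or against its direction. The few genes named outside this rule were chosen after their values were seen. Genes that the annotation does not list under 1 symbol are not reported here.

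The alternatives were floors of 16 and 100, log2 of the signal plus 50, quantile normalization, equal array medians, no filter and a filter at 200, a variance trend, the replicate number as a block, each array left out in turn, no probe sets that may cross-hybridize, the mean over a gene's probe sets, the methods' t-test, no fold limit, and for the lists an estimated correlation and the rotation test fry, which tests a list against no change and not against the other genes.

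The steps were tested on simulated data for 12518 genes in 3 arrays against 3, with the spread of the real arrays and 50 genes changed at each fold. At an adjusted p under 0.05, with no fold limit, 5 of 50 were recovered at 2-fold, 36 at 4-fold, 45 at 8-fold and 46 at 16-fold, and 12 unchanged genes were called. With no change 0 genes were called. With 1 list raised, 1 list was called, the raised one. The simulation was matched to the real arrays in spread only. It does not show how camera behaves at the correlations estimated in the real lists, such as 0.608 for pan-epithelial genes and 0.94 for skeletal muscle. It also changed far fewer genes than were called in the data, so its recovered shares need not hold here.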

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

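The tests of these lists against the other genes were planned, but the lists below were picked as lying outside the paper's text only after all list results were seen. They are listed because a group of genes that the paper's text does not discuss from the arrays moved between acinar tumors and control glands. In the same samples the median log2 fold change was 2.46 for pan-epithelial genes, −4.91 for adipocytes, −3.02 for fibroblasts and matrix and −2.02 for endothelium, and the 5 lists below were not separated from these shifts.

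Of 16 target genes of the Wnt/β-catenin pathway, which *Apc* restrains, 11 were higher in tumors, 3 were lower and 2 did not pass, with the same counts when adjusted over the list alone and a median log2 fold change of 1.46 (camera, adjusted p = 0.0128, and adjusted p = 0.342 with an estimated correlation). *Tnfrsf19* had a log2 fold change of 5.60, the ubiquitin ligase *Rnf43* 3.22, the Wnt inhibitor *Wif1* 3.14 and the cyclin gene *Ccnd1* 2.37, whereas *Apcdd1*, *Lgr5* and *Bmp4* had −2.50, −2.06 and −1.92. *Axin2*, a feedback target of the pathway, rose by 1.11 (adjusted p = 0.02, from 0.0167 to 0.0703 over the alternatives), a call lost with no filter on low signals (0.0524), without control replicate 1 or 3 (0.066 and 0.0703) or without tumor replicate 1 or 3 (0.0538 and 0.0619), and *Sox9* and *Nkd1* had 0.04 (adjusted p = 0.964) and 0.62 (adjusted p = 0.262). *Wif1* did not pass with no filter on low signals (adjusted p = 0.0607, the highest of its alternatives), *Tnfrsf19* had 3.72 as the mean of its probe sets and *Bmp4*, which lay below 50 in 1 tumor, had −1.23 with a floor of 100.

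Of 12 genes that respond to Ras and MAP kinase signaling, 6 were higher, none was lower and 6 did not pass, with the same counts when adjusted over the list alone and a median of 1.04 (camera, adjusted p = 0.03, and adjusted p = 0.441 with an estimated correlation). The phosphatase gene *Dusp5* had a log2 fold change of 4.65, *Phlda1* 3.28, the ETS factor *Etv5* 2.97 and *Dusp4* 2.32. *Spry2* and *Spred2* had 0.15 (adjusted p = 0.746) and −0.21 (adjusted p = 0.656). Of the 2 probe sets tested for *Spry2*, the one that does not stand for the gene was called lower in tumors, against the direction of the list. *Dusp5* lay below 50 in 2 of the 3 control glands, so that its fold depends on that floor, with 5.10 at a floor of 16 and 3.98 at a floor of 100. The list no longer passed with the filter at 200 (adjusted p = 0.0646) or without tumor replicate 1 (adjusted p = 0.12), and its adjusted p over the alternatives ran from 0.00787 to 0.441.

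Of 25 genes of the endoplasmic reticulum and secretory pathway, 15 were higher, 1 was lower and 9 did not pass (18 higher and 1 lower when adjusted over the list alone), with a median of 0.82 (camera, adjusted p = 0.000204, and adjusted p = 0.405 with an estimated correlation). The translocon genes *Ssr4*, *Ssr2* and *Sec61a1* rose by 1.84, 1.80 and 1.57, *Derl1* fell by 1.14 and *Herpud1* had 0.15 (adjusted p = 0.604). The call of *Ssr4* rests on 1 of its 3 probe sets. It was lost without probe sets that may cross-hybridize, at a log2 fold change of 0.68 (adjusted p = 0.191, the highest of its alternatives). As means of their probe sets *Ssr4* and *Sec61a1* had 0.97 and 0.90. Of 19 genes of ribosome biogenesis, 14 were higher, none was lower and 5 did not pass (16 higher when adjusted over the list alone), with a median of 0.85 (camera, adjusted p = 1.42e-05, and adjusted p = 0.405 with an estimated correlation). *Nhp2* rose by 1.82, *Ppan* by 1.26 and *Nop56* by 1.21, and *Polr1b* had 0.39 (adjusted p = 0.285).

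Of 14 genes of the interferon response, 7 were higher, none was lower and 7 did not pass, with the same counts when adjusted over the list alone and a median of 0.70 (camera, adjusted p = 0.0128, and adjusted p = 0.719 with an estimated correlation). *Oas1a* had a log2 fold change of 2.97, *Usp18* 2.39 and the transcription factor *Irf7* 1.83, and *Cxcl10* and *Rsad2* had 0.32 (adjusted p = 0.713) and 0.28 (adjusted p = 0.661). With the filter at 200 the median was 1.05. The list no longer passed without control replicate 2 (adjusted p = 0.0576), and its adjusted p in camera over the alternatives ran from 0.00177 to 0.719. No explanation was tested for any of these 5 lists.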

How the results depend on the processing

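The tests with other settings were all planned, and none was chosen only after the result was seen. None of the 155 other named genes, the 5 genes at the claims and the 17 lists past the threshold changed direction. Of values that did not pass, 31 of 73 other named genes and 5 of 17 lists changed sign in at least 1 alternative and passed in none of those. *Cdc45* went from 0.56 to −0.79 with the filter at 200, where its other probe set stood for the gene. The median of the milk list went from 1.18 to −0.56 without control replicate 2. Of the counts of genes, probe sets and lists, 89 stayed within 1.5 times the reported count and 15 moved further. For the genes at the claims all 102 values kept their side of the threshold. For other named genes 3559 did, 196 lost their call and 31 gained one, and for the lists in camera 582 did, 24 lost it and 6 gained it. Fry, which tests another question, called 17 lists, of which camera called 14.

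With no filter, 1346 probe sets were higher and 1988 lower. With no fold limit, 2045 genes were higher. The methods' t-test after adjustment called 44 genes higher and 67 lower, and 30 and 50 probe sets, and at the methods' thresholds 685 and 920 genes, and 1222 and 1756 probe sets. With each array left out in turn, 1011 to 1279 genes were higher and 1133 to 1890 lower, and 1576 to 2043 probe sets were higher and 1913 to 3630 lower. The lowest counts of lower genes and probe sets, 1133 and 1913, came without control replicate 3, where 1175 genes were higher, so that higher genes outnumbered lower ones, and 2250 probe sets were lower without control replicate 1. At the methods' thresholds 2338 to 3216 probe sets passed, and 15 to 18 lists were called. With the correlation of camera estimated, 0 lists were called, where the preset value gave 17. That setting leaves the medians as they are, at 3.18 for mitosis, 1.54 for DNA replication, −0.66 for migration and −0.80 for estrogen-regulated genes, but with an array left out the median for migration ran from −1.04 to −0.41. The median rank correlation between tumors and control glands was 0.863 with no filter and 0.756 as Pearson's r. Apart from the dropped fold limit, the cause of these changes was not tested.

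Samples with the same replicate number did not deviate together, with correlations of −0.222, 0.0206 and 0.0379, while other pairs ran from −0.161 to 0.134 and no array correlated best with its own number, so the numbers were not taken to pair the samples. With the replicate block, 1287 genes were higher and 1725 lower, with 2236 and 3370 probe sets and 17 lists, and the adjusted p was 0.0584 for *Pdgfa*, 0.0633 for *Ocln*, 0.0601 for *Cdkn1c* and 0.0558 for *Axin2*. The other scalings moved the share of higher among called genes from 42.2% to at most 48.1%. Signals below 50 limit what can be seen, since 24.5% to 29.4% of probe sets in control glands and 28% to 31.5% in tumors lay there.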

Differences from the paper's values

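For *Esr1* and *Ccnd1* the probe set that stands for the gene here is not the one of Dataset S4. At the probe set used here the ratio of mean signals, signed as in Dataset S4, was 4.97 for *Esr1*, where the paper's value is 8.378, and −5.03 for *Ccnd1*, where the paper's value is −7.893. Of the alternatives set before the data were examined, the mean of the gene's probe sets brought *Esr1* (6.47) and *Ccnd1* (−6.29) within 1.5 times the paper's value or the replicate error, as did leaving out control replicate 1 for *Esr1* (5.80) and equal array medians or leaving out control replicate 1 or 3 or tumor replicate 1 for *Ccnd1* (−5.43, −5.67, −5.38 and −5.38). Quantile normalization (4.94 and −4.41), equal array medians for *Esr1* (4.74) and leaving out any other array (4.42 to 5.04 for *Esr1* and −5.16 to −4.27 for *Ccnd1*) did not. At the probe sets of Dataset S4, the folds of *Ccnd1*, *Esr1*, *Folr1*, *Krt8* and *Krt18* equal the ratios of mean signals. The counts differed by less than 1.5 times at the settings used. The filter on low signal kept 26967 probe sets, where the paper's filter on detection calls kept 32,322 (the paper's value), and with the filter at 200 it kept 20824, which does differ by more than 1.5 times. At the methods' thresholds for the fold and the statistic 2978 probe sets passed, where the paper's count, which also asks for detection calls that are the same within each group, is 2,800, and with the filter at 200 the count was 2619.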

Other observations

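The tests of cell composition, lacrimal tissue and other splits were chosen only after the result was seen, as was the bound in the test of array scaling, whose 2 settings were planned, while the test for salivary tissue was written before its result, and the tests of gene lists were planned.

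The 10 largest decreases in acinar tumors were *Pck1*, an enzyme of glyceroneogenesis, with a log2 fold change of −7.86 (standard error 0.44, adjusted p = 0.000126 from limma), *Tmem45b* (−7.41), *Cidec*, a protein of lipid droplets (−7.35), the adipokine genes *Retn* (−7.00) and *Adipoq* (−6.85), *Abcd2*, *Nnat* (−6.75), *Gpat3* (−6.66), *Plin4* (−6.48) and the amine oxidase gene *Aoc3* (−6.39). For *Abcd2*, a peroxisomal transporter of fatty acids, all 3 tumors lay below 50, so its signal was at least 127-fold lower. In 2 of the 3 tumors *Pck1*, *Tmem45b* and *Cidec*, and in 1 of them *Retn*, *Adipoq*, *Nnat* and *Gpat3*, also lay below 50, so that the size and order of these folds depend on that floor, and *Pck1* had −8.36 with a floor of 16 and −7.19 with a floor of 100. All 16 adipocyte genes were lower (camera, adjusted p = 3.13e-12, and adjusted p = 0.293 with an estimated correlation). Of 19 genes of fibroblasts and matrix 18 were lower and 1 did not pass (adjusted p = 2.62e-08, and adjusted p = 0.405 with an estimated correlation), led by *Dpt* at −5.71. Of 18 endothelial genes 16 were lower and 2 did not pass (adjusted p = 1.27e-08, and adjusted p = 0.405 with an estimated correlation). When adjusted over each list alone, 16, 19 and 18 were lower. Of 10 genes of epithelial to mesenchymal transition, many of which fibroblasts express, 8 were lower and 2 did not pass (8 lower when adjusted over the list alone), with a median of −2.65 (adjusted p = 7.35e-05, and adjusted p = 0.405 with an estimated correlation), among them *Zeb2* at −3.47 and *Prrx1* at −3.10, while *Snai2* had 0.38 (adjusted p = 0.407). Of 8 genes of B and plasma cells 6 were lower and 2 did not pass (7 lower when adjusted over the list alone), with a median of −2.94 (adjusted p = 0.00163, and adjusted p = 0.405 with an estimated correlation), and of 13 macrophage genes 3 were lower and 10 did not pass (3 lower when adjusted over the list alone), with a median of −1.01 (adjusted p = 0.0315, and adjusted p = 0.722 with an estimated correlation). With the filter at 200 the median of B and plasma cells was −4.42. The macrophage list no longer passed without control replicate 1 (adjusted p = 0.118) or tumor replicate 3 (adjusted p = 0.1, median −0.61), with a range over the alternatives from 0.00257 to 0.722. Of 7 genes of T and NK cells 1 was higher, *Gzmb* at 2.12, which lay below 50 in 1 control gland, and 1 was lower, *Il7r* at −3.26 (1 higher and 3 lower when adjusted over the list alone), and the list did not move apart (adjusted p = 0.219), although it did with no filter on low signals (0.0413) and without control replicate 2 (0.0392) or tumor replicate 2 (0.0471), with a range up to 0.722. None of 13 skeletal muscle genes passed, although their median was −3.75. Their adjusted p of 0.016 in camera became 0.722 with an estimated correlation, 0.0727 without control replicate 2 and 0.1 without tumor replicate 3, with a lowest value of 2.85e-05. The mean log2 signal of these genes was 9.0, 14.4 and 12.7 in control replicates 1 to 3 and 11.8, 7.6 and 6.4 in tumor replicates 1 to 3. Samples of 1 group thus differed widely in muscle signal. Among control glands, replicate 2 also had the lowest mean for pan-epithelial genes (8.27, against 9.34 and 9.54) and for milk genes (7.98, against 11.53 and 12.35).

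The 10 largest increases were the connexin genes *Gjb6*, with a log2 fold change of 7.48 (standard error 0.57, adjusted p = 0.00023), and *Gjb2* (5.86), the secretoglobin gene *Scgb2b27* (7.44), the secreted carbonic anhydrase gene *Car6* (7.42), *Calml3* (6.26), *1500002F19Rik* (5.97), *Pigr*, the receptor that carries immunoglobulins across epithelium (5.70), *Tnfrsf19*, *2310057J18Rik* and *Serpinb11* (5.48). All 3 control glands lay below 50 for *2310057J18Rik*, which had an adjusted p of 0.0139 and did not pass with no filter on low signals (0.079, the highest of its alternatives). In 2 control glands *Scgb2b27*, and in 1 *Gjb6*, *1500002F19Rik* and *Pigr*, lay below 50 too, so that these folds and their order depend on that floor, and *Scgb2b27* had 8.29 with a floor of 16 and 6.59 with a floor of 100. *Ccnd1* rose from 3526 ± 1096 to 17730 ± 3010 (SD, n = 3 each, adjusted p = 0.00156 from limma). *Myc* had a log2 fold change of 1.59 (adjusted p = 0.0364), and its adjusted p ran from 0.0181 to 0.125 over 17 alternatives, 12 of which kept the call; it was lost with no filter (0.125), without control replicate 1 (0.0551) or without tumor replicate 1, 2 or 3 (0.095, 0.0718 and 0.0809), and its log2 fold change was 1.05 without control replicate 2. *Apc* and *Ctnnb1*, the gene of β-catenin, had −0.18 (adjusted p = 0.534) and 0.31 (adjusted p = 0.24), and *Ctnnb1* passed with no filter (0.027, the lowest of its alternatives). *Hprt*, the gene to which the paper's RT-PCR values were normalized, had a log2 fold change of −0.95 (adjusted p = 0.0452), which held in 8 of 17 alternatives (adjusted p from 0.0277 to 0.122) and was lost without any 1 of the 6 arrays (0.0582 to 0.122), with a floor of 16 (0.0511), with equal array medians (0.0769) and with no filter (0.104). Of 12 inhibitors of the cell cycle 6 were lower, 1 was higher and 5 did not pass, with the same counts when adjusted over the list alone and a median of −0.61, which ran from −0.91 with the filter at 200 to −0.32 with no filter (camera, adjusted p = 0.1; it passed without control replicate 1, at 0.0417, and the range reached 0.405). Among the lower ones were *Cdkn1c* at −1.41, *Gas1* at −1.36 and *Btg1* at −1.29. *Cdkn1c* (adjusted p = 0.0211, highest 0.0751) was lost with no filter (0.0751), without control replicate 2 or 3 (0.0621 and 0.0735) or without tumor replicate 2 or 3 (0.0705 and 0.0644). Of 15 genes of mammary progenitors 4 were higher, 3 were lower and 8 did not pass (5 higher and 3 lower when adjusted over the list alone; camera, adjusted p = 0.596), and of 12 milk genes 1 was higher and 11 did not pass (none when adjusted over the list alone; adjusted p = 0.74). Of 11 contractile genes 2 were higher and 2 were lower, with a mean of −0.29 and a median of 0.40, which was 0.13 without tumor replicate 1, 0.20 without control replicate 2 and 0.69 without control replicate 3 (adjusted p = 0.79), and none of 10 genes of squamous epidermis passed (adjusted p = 0.37). Lists of glycolysis, fatty acid and cholesterol synthesis, oxidative phosphorylation, hypoxia, p53 targets and reference genes did not move apart from the other genes at the settings used, with adjusted p-values in camera of 0.74, 0.812, 0.812, 0.328, 0.494, 0.464 and 0.764. The list of oxidative phosphorylation, with a median of −0.16, passed under quantile normalization (median −0.34, adjusted p = 0.0252) and without control replicate 3 (median −0.40, adjusted p = 0.0104). Over all alternatives its median reached −0.06 and its adjusted p 0.863.

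Pan-epithelial genes and the luminal keratins *Krt8* and *Krt18* were higher and genes of fat, fibroblasts and endothelium lower in tumors. Scaling of the arrays is argued against as the whole cause, since under quantile normalization or equal medians the pan-epithelial median stayed at 2.32 or above and the adipocyte median at −4.82 or below. More epithelium with luminal and basal cells in their usual proportion is argued against too, since the pan-epithelial mean less the basal mean rose by 1.64 on the log2 scale, beyond 2 SD of the arrays within groups, 0.718. On the 3 tumors this difference was 1.49, 2.31 and 2.37 and in the 3 control glands 0.425, 0.278 and 0.541. All 53 genes of fat, fibroblasts and endothelium were lower in every tumor than in every control gland, where chance gives 10% for both directions together, but whole tissue was measured, so that a smaller share of these cells and lower levels per cell cannot be told apart. A different makeup of the tumor epithelium is a possible explanation that stays open and was not tested.

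Genes of mitosis and DNA replication could be higher because tumors hold more epithelium that divides as in the control gland. The mitosis mean less the pan-epithelial mean was higher in tumors by 0.84 on the log2 scale, against 2 SD within groups of 0.691, which argues against this as the whole cause for mitosis genes by a narrow margin. On single arrays it was −1.28, −1.28 and −1.53 in tumors and −2.27, −1.71 and −2.63 in control glands, so that control replicate 2 lay close to the tumors, and an exact permutation test of 3 against 3 gives no p below 0.1. For DNA replication the same difference was −0.56, against 2 SD of 0.718, so that these genes rose no more than the pan-epithelial genes. This cannot decide for DNA replication, since whole tissue was measured. How much of the control signal of these genes came from cells other than epithelium was not tested. The lists of cell division thus went apart, and whether tumors hold more division per epithelial cell stays open on these arrays. The paper reports from Ki67 staining that the tumors were highly proliferative.

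*Car6* and *Scgb2b27* are genes of salivary and lacrimal glands, and the signals of *Car6* were 3577, 35511 and 32907 in tumor replicates 1 to 3, those of *Scgb2b27* 888, 32588 and 30573. Neighboring salivary tissue could bring such transcripts. Of 19 listed salivary and lacrimal genes on the array, only 3, *Aqp5*, *Bhlha15* and *Scgb1b27*, reached a mean tumor signal of 500 and more than 2 times the control mean, fewer than the bound of 1 in 4 set for that test, and *Amy1* had 105 in tumors against 7838 in control glands, while *Bpifa2*, *Muc19*, *Dcpp1* and *Prpmp5* stayed below 50. Other listed genes rose without reaching a mean of 500, such as *Prol1*, from a control mean of 9.2 to a tumor mean of 315.7. *Lpo* rose from 15.2 to 103.5 and *Slc12a8* from 42.6 to 122. In tumor replicates 1 to 3 *Prol1* had 10.5, 113.8 and 822.7. The low number of genes reaching the level argues against salivary tissue. These rises, and the median of 1.17 over the 6 listed genes past the filter, lie where the explanation needs them. For the lacrimal gland only 3 listed genes are on the array and 1 of them, *Scgb1b27*, reached that level, too few to decide, so that it and a secretory program of the tumor cells cannot be told apart.

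The 10 splits of the 6 arrays into 3 and 3 are too few for a share under 0.05. The real split called 1329 genes higher and 1818 lower and 2335 probe sets higher and 3559 lower, where the highest of the other splits called 0 of each, and 2978 probe sets passed the methods' thresholds, where the highest other was 60. For gene lists the real split called 17 and another split 19, so that 2 of the 10 splits called at least as many.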
